# Genome-Wide Location Analysis Reveals Distinct Transcriptional Circuitry by Paralogous Regulators Foxa1 and Foxa2

**DOI:** 10.1371/journal.pgen.1002770

**Published:** 2012-06-21

**Authors:** Irina M. Bochkis, Jonathan Schug, Diana Z. Ye, Svitlana Kurinna, Sabrina A. Stratton, Michelle C. Barton, Klaus H. Kaestner

## Abstract

Gene duplication is a powerful driver of evolution. Newly duplicated genes acquire new roles that are relevant to fitness, or they will be lost over time. A potential path to functional relevance is mutation of the coding sequence leading to the acquisition of novel biochemical properties, as analyzed here for the highly homologous paralogs Foxa1 and Foxa2 transcriptional regulators. We determine by genome-wide location analysis (ChIP-Seq) that, although Foxa1 and Foxa2 share a large fraction of binding sites in the liver, each protein also occupies distinct regulatory elements *in vivo*. Foxa1-only sites are enriched for p53 binding sites and are frequently found near genes important to cell cycle regulation, while Foxa2-restricted sites show only a limited match to the *forkhead* consensus and are found in genes involved in steroid and lipid metabolism. Thus, Foxa1 and Foxa2, while redundant during development, have evolved divergent roles in the adult liver, ensuring the maintenance of both genes during evolution.

## Author Summary

The duplication of a gene from a common ancestor, resulting in two copies known as paralogs, plays an important role in evolution. Newly duplicated genes must acquire new functions in order to remain relevant, otherwise they are lost via mutation over time. We have performed genome-wide location analysis (ChIP–Seq) in adult liver to examine the differences between two paralogous DNA binding proteins, Foxa1 and Foxa2. While Foxa1 and Foxa2 bind a number of common genomic locations, each protein also localizes to distinct regulatory regions. Sites specific for Foxa1 also contain a DNA motif bound by tumor suppressor p53 and are found near genes important to cell cycle regulation, while Foxa2-only sites are found near genes essential to steroid and lipid metabolism. Hence, Foxa1 and Foxa2 have developed unique functions in adult liver, contributing to the maintenance of both genes during evolution.

## Introduction

Expansion of transcription factor gene families has greatly contributed to the complexity of metazoan genomes [1]. Newly duplicated genes must acquire new functions in order to remain relevant, otherwise they are lost via mutation over time. Transcription factor paralogs diversify either by a mutation arising in *cis*-regulatory elements, leading to novel expression patterns, or by divergence in their coding sequence, acquiring new functions [2]. A modification of the DNA binding domain can alter the consensus sequence of a transcription factor, while a change in the interacting domain allows the protein to interact with new partners and thereby gain new gene targets.

Functional diversification of DNA-binding proteins is of particular importance since transcription factors control regulatory networks that both direct cell specification and patterning in development and govern cellular homeostasis in differentiated tissues. While their main function during development is in directing correct pattern formation [3], transcription factors in the adult organisms need to be adaptive to different physiological conditions and respond to variety of signals in the same cell [4]. Hence embryonic gene regulatory networks are “overwired”, having multiple subnetworks with redundant functions where transcription factors are used numerous times in different modules to specify structures in different spatiotemporal context, while networks in differentiated tissues are designed to be more flexible.

The developmental regulators Foxa1 and Foxa2, members of the winged helix transcription factor family, share a highly conserved 100 amino acid DNA binding domain, and have been shown to cooperate and direct early liver and pancreas development [5]. In addition, Foxa2 plays an important role in bile acid metabolism in the adult liver [6]. Foxa2 is required to prevent intrahepatic cholestasis and liver injury in mice fed a cholic acid-enriched diet. Furthermore, expression of FOXA2 is markedly decreased in liver samples from individuals with different cholestatic syndromes. Hence, genetic evidence suggests that Foxa1, the closest paralog to Foxa2, cannot fully compensate for the loss of Foxa2 in the liver.

Here we investigated whether alterations in the biochemical properties of close paralogs, as shown by genome-wide target preferences *in vivo*, contribute to their evolutionary diversification. We find that Foxa1 and Foxa2, while redundant during development, are functionally diversified in the adult liver through target occupancy, ensuring their evolutionary fitness as distinct regulators of transcription.

## Results

### Foxa1 and Foxa2 cooperate to regulate gene expression in the fetal liver, but diverge to direct transcription in the adult liver

Gene duplication followed by functional diversification of the duplicates is a primary driver of evolution. The developmental regulators Foxa1 and Foxa2, the closest paralogs in the Foxa subfamily of winged-helix transcription factors (Figure 1A), have been shown to collaborate to initiate liver development [5], [7]. The two proteins share a highly similar 100 amino acid DNA binding domain [8], [9], and strong sequence conservation in their transactivation domains, located at both N and C termini [10], [11] (Figure 1B). However, structural differences exist as well: threonine 156 of Foxa2 has been suggested as an Akt phosphorylation site [12], and serine 283 has been proposed as a phosphoacceptor for DNA-dependent protein kinase [13].

**Figure 1:**
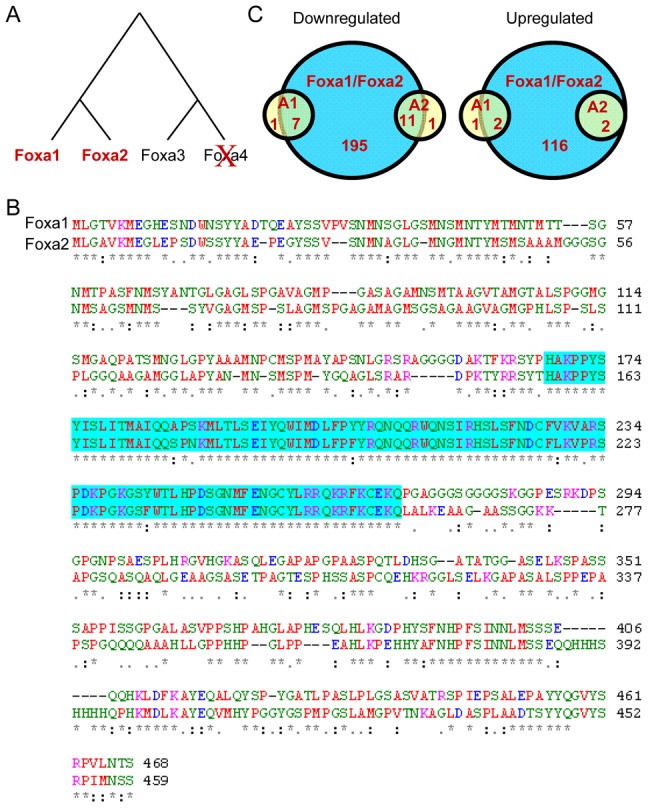
Evolution of Vertebrate Foxa Paralogs and Functional Redundancy in the Fetal Liver. (A) Phylogenetic tree of the Foxa subfamily of transcriptional regulators. The putative Foxa4 gene was lost in vertebrates during evolution. (B) Sequence alignment of mouse Foxa1 and Foxa2 proteins by ClustalW2 algorithm. The winged-helix DNA binding domain is highlighted in blue. ‘*’, identical residues in all sequences, ‘:’ highly conserved amino acids; ‘.’ weakly conserved amino acids. (C) Venn diagram of the number of genes that are differentially expressed in fetal livers of Foxa1 and Foxa2 single mutants, as well as the double mutant (shaded in blue) on embryonic day 18.5. The number of genes dependent on each single factor is small compared to the number of genes that are differentially expressed in the double mutant.

In order to ascertain the relative regulatory contributions of Foxa1 versus Foxa2 during late fetal hepatic development, we assembled gene expression profiles of mouse liver tissue of Foxa1 and Foxa2 individual mutants, as well as double mutants (*Foxa1* ^−/−^;*Foxa2^loxP/loxP^*;*Alfp.Cre*), by analyzing RNA isolated on embryonic day 18. The number of genes dependent on each single factor was quite limited, compared to the number of genes that were differentially expressed in the double mutant (Figure 1C), suggesting that Foxa1 and Foxa2 remain largely redundant at this late-fetal stage of liver development. This functional redundancy is supported by the fact that when both genes are ablated using the Cre/loxP system during fetal liver development in *Foxa1^loxP/loxP^Foxa2^loxP/loxP^AlfpCre* mice, biliary hyperplasia ensues, which is not seen when either gene is conditionally ablated by itself [14].

Next, we assessed the involvement of Foxa1 and Foxa2 in the control of the transcriptional program in the adult liver. One concern regarding the analysis of Foxa1- or Foxa2-specific binding and regulation of gene expression is the possibility of mutual compensation. In other words, if one of the factors is missing, the other might be increased in expression, occupy the previously unique binding sites, and affect expression of previously unique targets. To address this issue, we determined the expression of Foxa factors in the livers of reciprocally mutated mice. In Foxa1-deficient livers, expression of Foxa1 is virtually undetectable, while expression of Foxa2 is not changed as compared to wild-type littermates at both mRNA and protein levels (Figure 2A, 2B). Foxa2 expression is lost in Foxa2 mutant mice as expected, while expression of Foxa1 is comparable to that of control mice. Hence, for both Foxa1 and Foxa2, when one factor is deleted, the paralog does not compensate for that factor by a change in expression.

**Figure 2:**
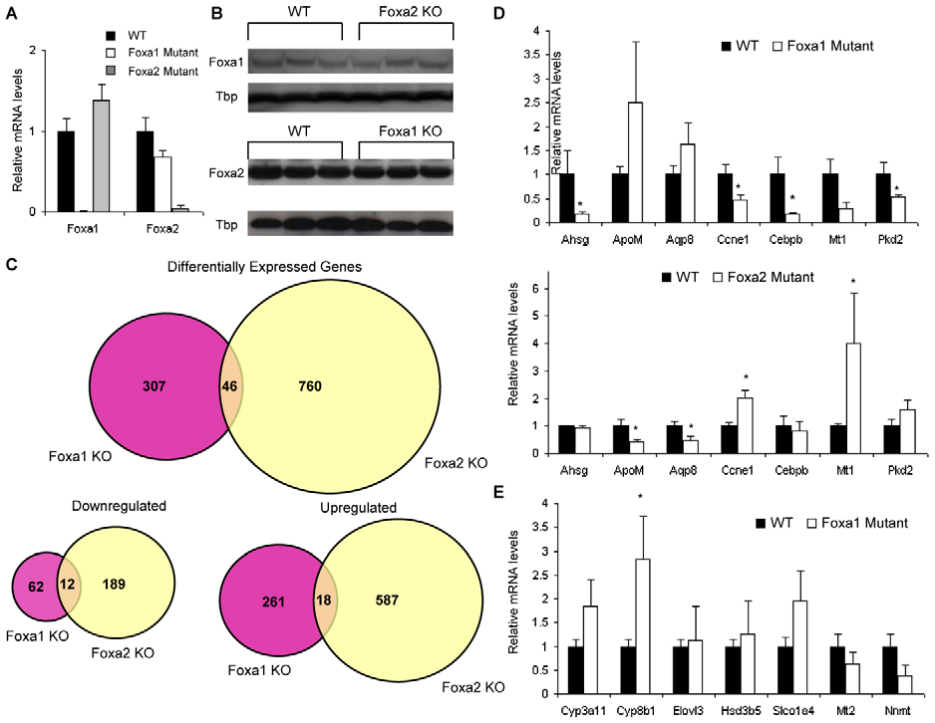
Foxa1 and Foxa2 Regulate Different Sets of Target Genes in the Adult Liver. (A,B) Expression of Foxa factors in reciprocal mutant mice. Black bar, wild-type liver, white bar, Foxa1-deficient liver, and grey bar, Foxa2-deficient liver. As expected, Foxa1 mRNA is undetectable in the Foxa1 Foxa1-deficient liver, while expression of Foxa2 is not changed in absence of Foxa1 compared to control mice on both the mRNA and protein level. Similarly, expression of Foxa2 is near background levels in Foxa2-deficient livers, while expression of Foxa1 is comparable to that in wild-type littermates. (C) Venn diagrams of the number of genes that are differentially expressed (|FC|> = 1.5 and FDR = 15%) in adult livers (total, downregulated, and upregulated) of Foxa1 (pink circles) and Foxa2 mutant (yellow circles) mice. (D) Confirmation of seven microarray targets changed in expression in the Foxa1-deficient liver by quantitative real-time PCR (qRT-PCR) (top panel). When the mRNA levels of the same genes were determined in the Foxa2-deficient liver (bottom panel), these targets were either not Foxa2-dependent at all or regulated in the opposite direction. Values are represented as means plus standard error. P values were determined by Student's *t* test. * p-value<0.05. (E) mRNA levels of previously identified Foxa2 targets in Foxa1 mutant mice. Values are represented as means plus standard error.

We determined gene expression profiles for adult mouse liver from Foxa1 and Foxa2 [4] single mutants and observed that overlap among the differentially-expressed genes between the two mutants is limited (Figure 2C). We verified mRNA levels of several microarray targets by quantitative real-time PCR (Q-PCR, Figure 2D) and determined that when expression of a certain target is significantly altered in one mutant, mRNA levels of this target are either not changed or follow the opposite pattern in livers of reciprocal mutant mice. This observation also holds true for previously published Foxa2 targets [4], which are regulated differently by Foxa1 (Figure 2E). Thus, in the adult liver, Foxa1 and Foxa2 do not fully compensate for each other, in contrast to the situation in the fetal organ.

### Identification of genomic targets of Foxa1 and Foxa2 in adult liver reveals common and factor-specific binding

Next, in order to examine how DNA binding influences differential gene regulation in the adult liver, we analyzed data from genome-wide location analysis (ChIP-Seq) for Foxa1 and Foxa2. 

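Chromatin from the livers of wild-type adult male mice, aged 2 to 3 months, was precipitated with an antiserum to Foxa1, and the DNA was sequenced in 5 libraries, which the paper describes as biological replicates. Each chromatin preparation used 100 mg of snap-frozen liver, and the labels give fragments of about 200 bp and 18 cycles of PCR. Only the Foxa1 libraries were analysed here; the Foxa2 and input libraries were not used. The authors deposited, for each replicate, the position and strand of every 36 nt read that ELAND placed at a unique best position in mm8 (NCBI Build 36), with reads at the same position kept and no normalization. Replicates 1 to 5 held 3672991, 4944832, 4761021, 8239957 and 7007014 reads, with a median of 4944832. Amplification can copy 1 fragment many times, so reads of a replicate with the same strand and 5′ position were counted once. This left 3123543, 4259483, 4433367, 4748005 and 1476882 distinct reads, or 85.0%, 86.1%, 93.1%, 57.6% and 21.1% of the reads. Replicate 5 was therefore the shallowest of the libraries after copies were removed, although it held the second largest number of reads. Replicates 3 and 4 carry the same animal label in their files. Their read positions coincided 1.27 times as often as positions 5 or 10 bp apart, within the 1.26 to 1.46 times of the other 9 pairs of replicates, so they were kept as 2 libraries, and whether they come from 1 mouse is not known.
The 5′ end of each read was moved 100 bp toward the centre of its fragment, as 200 bp fragments require, and distinct reads were counted in windows of 200 bp. Without input, the background of a window was the larger of the genome mean and the mean of the 5 kb on each side. The most frequent distance between read ends on opposite strands, past the peak at the read length, gave shorter fragments, of 78, 106, 95, 79 and 68 bp in replicates 1 to 5 (85.2 ± 15.1 bp, SD, n = 5). The number of pairs at this distance exceeded the mean at larger distances 1.84-fold, 2.30-fold, 1.65-fold, 6.06-fold and 16.6-fold in replicates 1 to 5. Chromosome X had 0.430 ± 0.038 (SD, n = 5) and chromosome Y 0.655 ± 0.064 (SD, n = 5) times the read density of the autosomes, as 1 copy of each in male mice gives a density below that of the autosomes.

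**Figure D1:**
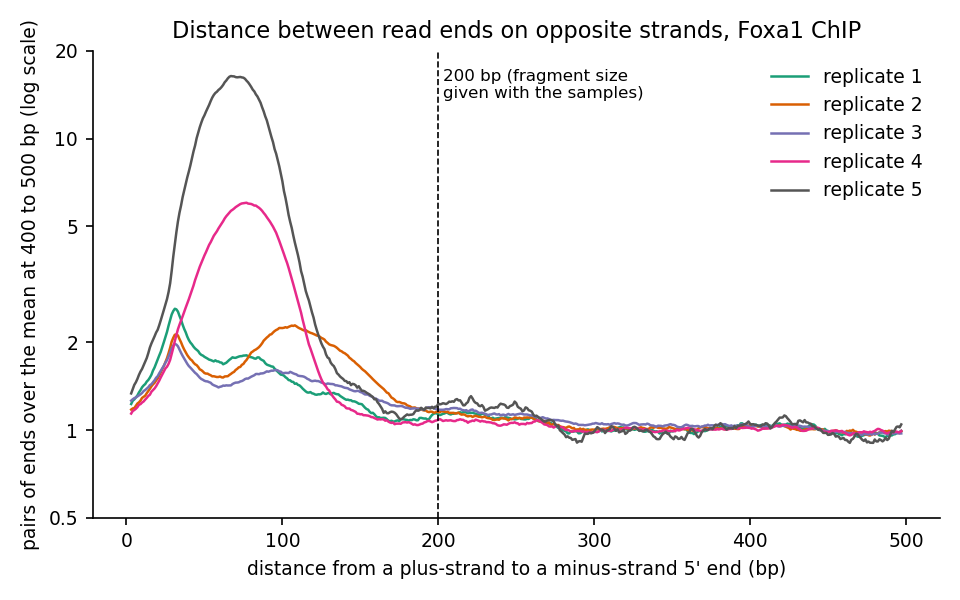
Pairs of a plus-strand and a minus-strand 5′ end by the distance between them in bp (horizontal axis), over the mean at larger distances (vertical axis, log scale), with 1 line per Foxa1 replicate. The lines are smoothed over 5 bp. Past the narrow peak near the read length, seen in replicates 1, 2 and 3, the broad maximum lies at 68 to 106 bp in all 5 replicates and is highest in replicate 5. The dashed line marks the 200 bp of the labels.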

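The distinct reads of the 5 Foxa1 replicates were pooled, and each of the 35051737 windows with a read was tested against its background (one-sided Poisson test, Benjamini-Hochberg adjustment, 5% false discovery rate). The test found 19046 windows with an excess of reads, which merged into 7560 regions covering 0.082% of the genome. The peak window of a region held a median of 11 distinct reads (9 to 830), a median of 6.41-fold over the background, where the genome mean was 1.40 reads per window. The median region was 250 bp wide. Of the 7560 regions, 2996 had a read density above their flanks in each of the 5 replicates (39.6%, 95% Wilson interval 38.5 to 40.7%), against 48 of 10000 random windows of the same widths (0.48%, 0.362 to 0.636%). These intervals cover counting error only, and regions chosen for a high pooled count lie above random windows by construction. When the pooled count of each region was split between the replicates at random 100 times, in proportion to their reads in regions, 59.5 to 62.1% of regions lay above the flanks in all 5 replicates. In the regions called without a given replicate, that replicate was above the flanks in 50.6%, 66.3%, 52.5%, 69.7% and 53.3% for replicates 1 to 5. Of the 7560 regions called from all 5 replicates, 7462 had a density above the flanks in at least 3 replicates. The choice of regions on their pooled count raises this number too. The regions held 0.971% ± 0.373 (SD, n = 5) of the distinct reads of a replicate, with 0.759%, 0.840%, 0.691%, 0.948% and 1.62% in replicates 1 to 5. Within the regions the replicates ranked the read counts differently, with Spearman's rho across regions of -0.18 to 0.34 over the 10 pairs of replicates. Regions are not independent replicates, and no p-value was computed for rho. The number of regions depended most on the copies of reads, since it rose to 658625 when all reads were counted as deposited. It was 4305 without replicate 4 and 4743 without replicate 5. On simulated reads with planted sites, 11.4% of regions lay at no planted site with fragments of 90 bp and 12.5% with fragments of 200 bp, although 3.63% and 4.44% of windows did. The simulated background held no repeated sequence and no short stretch filled with reads. False regions from such sources are therefore not counted in these shares.

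**Figure D2:**
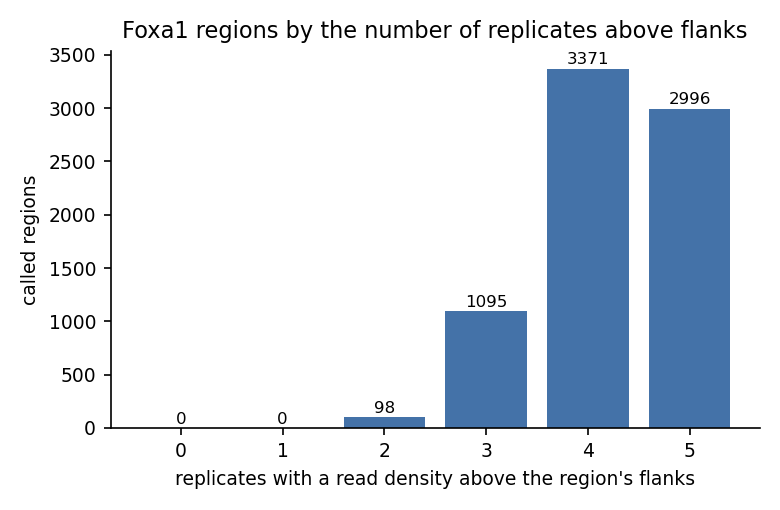
Number of called Foxa1 regions (vertical axis) by the number of replicates in which the read density of the region is above that of its flanks (horizontal axis). Of the 7560 regions, 2996 are above their flanks in 5 replicates, 3371 in 4, 1095 in 3 and 98 in 2.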

We identified 5,682 binding sites for Foxa1 and 11,097 for Foxa2 using the GLITR algorithm [15], of which only 3,120 sites were bound by both factors (FDR 5%, Figure 3A). However, in many of the apparently Foxa1- or Foxa2-specific regions there were overlapping sequence reads from the opposite factor, indicating that the sites may potentially be common to both proteins but that the sequence reads did not reach sufficient depth. 

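Simulated reads at the depth of the Foxa1 libraries show which sites the calls can find. In the simulation, 500 sites were planted on 1 chromosome with 200 bp fragments, and the calls found 33% of the sites with 5 times the background, 60% of those with 8 times and 94% of those with 12 times. With 90 bp fragments they found 12%, 54% and 82%. A test of a single site whose position is known had more power, and found 82% and 71% of the sites with 5 times the background at the 200 bp and 90 bp lengths. With 1 library fewer in the pool, 6062 regions were called without replicate 2, 4305 without replicate 4 and 4743 without replicate 5, and 8255 without replicate 1 and 7938 without replicate 3, against 7560 with all 5. A Foxa1 site of moderate enrichment can thus hold an excess of reads and remain below the threshold of the calls. From reads of the opposite factor in the regions called for only 1 factor, the paper proposes that such sites could be common to both proteins and that sequencing was not deep enough to call them.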

To identify truly unique binding sites for each factor for subsequent analyses, we defined stringent criteria for Foxa1-only and Foxa2-only binding sites. The set of unique targets (Figure 3A, yellow circles) contains peaks for the first factor that include at most one tag per million per kilobase (Kb) for the other (1,816 Foxa1 sites with one or no Foxa2 tag and 5,682 Foxa2 sites with one or no Foxa1 tag). Specific examples of both common and unique Foxa1/Foxa2 targets are shown in Figure 3. 

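The Foxa1 reads were examined at the bars that Fig. 3B draws. The top panel, at a gene that the table of the reference (GRCm38.p6) names Setd4, was matched to the only called region with at least 40 reads in its peak window whose position fits the legible digits of the axis, a match made after the calls were seen. This region lies on chromosome 16 of mm8 from 93479818 to 93480367 and held 90 distinct reads in its peak window, 51.9-fold over the background (one-sided exact Poisson test, p = 3.83e-118), with a density above the flanks in all 5 replicates. The Foxa1 site of the middle panel was read by eye from the axis, and the chromosome was taken as the one with the smallest p among the 18 with reads around that position. On chromosome 1 the interval, 129 bp wide and centred on 26250092, held 6 distinct reads, 5.67-fold over its flanks (one-sided exact binomial p = 0.000949, adjusted over the 18 chromosomes 0.0171). Replicates 3, 4 and 5 held 2, 3 and 1 of these reads, and replicates 1 and 2 held 0. The interval overlapped no called region when the 5 replicates were pooled. Its adjusted p was above 0.05 without replicate 3 (0.202), without replicate 4 (0.280) and without replicate 5 (0.0658), by the same exact test. The adjustment covers the choice among the 18 chromosomes, and not the error of a position read by eye. The Foxa2 site of the bottom panel was not located, and its Foxa1 reads are not analysed here.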

Foxa1 and Foxa2 can occupy common binding sites (Figure 3B, top panel) in the adult liver, or sites specific to either factor (Foxa1 binding site, Figure 3B, middle panel vs. Foxa2 binding site, Figure 3B, bottom panel). 

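Fig. 3C shows a locus that the table of the reference (GRCm38.p6) names Fabp1, with 3 bars. The positions were read by eye from the axis, and the window of 200 bp with the most distinct Foxa1 reads within 1000 bp of each bar was tested against its flanks. The panel prints no chromosome, and it was taken as the one with the most Foxa1 reads at the bars drawn for Foxa1, chromosome 6 of mm8. The table also places Fabp1 on chromosome 6, from 71199879 to 71205034 in its own build. On the 18 other chromosomes with reads at these positions, no such window reached more than 10 reads at the first position or 7 at the third. The p-values of the windows do not account for the choice of the chromosome by its reads. At the bar bound by both factors, the window centred on 71114895 held 15 reads, 8.24-fold over the flanks (one-sided exact binomial test, adjusted p = 8.81e-09 over the 3 windows), with a density above the flanks in all 5 replicates. A count as high was found at 0.16% of 10000 random positions searched in the same way. At the Foxa1-only bar, the window centred on 71135873 held 10 reads, 4.76-fold over the flanks (adjusted p = 0.000144, exact binomial), a count reached at 0.63% of random positions. Replicates 2, 4 and 5 held 2, 3 and 5 of its reads, replicates 1 and 3 held 0, and the window overlapped no called region. At the Foxa2-only bar, the window centred on 71125850 held 6 Foxa1 reads, 2.86-fold over the flanks (adjusted p = 0.0225, exact binomial), with 4 of 5 replicates above the flanks. This p does not account for the search for the highest window, and 23.6% of random positions reached as many reads, so Foxa1 binding there could not be told from chance at this depth. Without replicate 4, the window at the bar bound by both factors overlapped no called region. These results rest on reading the axis at the left end of its labels. With positions read at the label centres, 0 of the 3 windows passed. The adjusted p was then 0.171 at the bar bound by both factors and 0.101 at the Foxa1-only bar (exact binomial test).

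**Figure D3:**
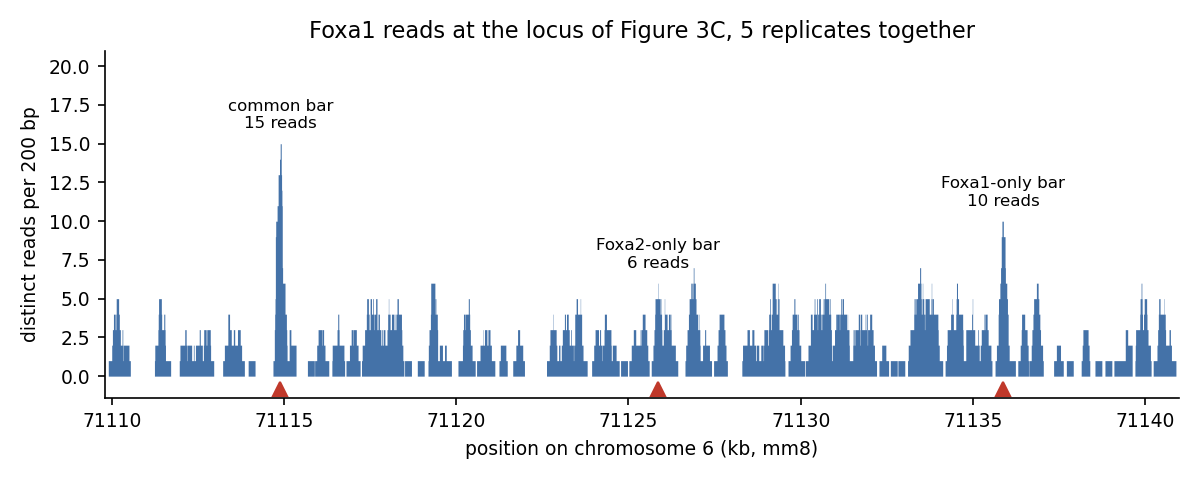
Distinct Foxa1 reads of the 5 replicates in windows of 200 bp (vertical axis) along chromosome 6 in kb (horizontal axis, mm8), with triangles at the windows tested for the 3 bars. The windows hold 15, 6 and 10 reads from left to right, and other windows between the bars hold as many reads as the middle one.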

An intriguing case is shown in Figure 3C, where both common and unique binding events co-occur at a single locus.

**Figure 3:**
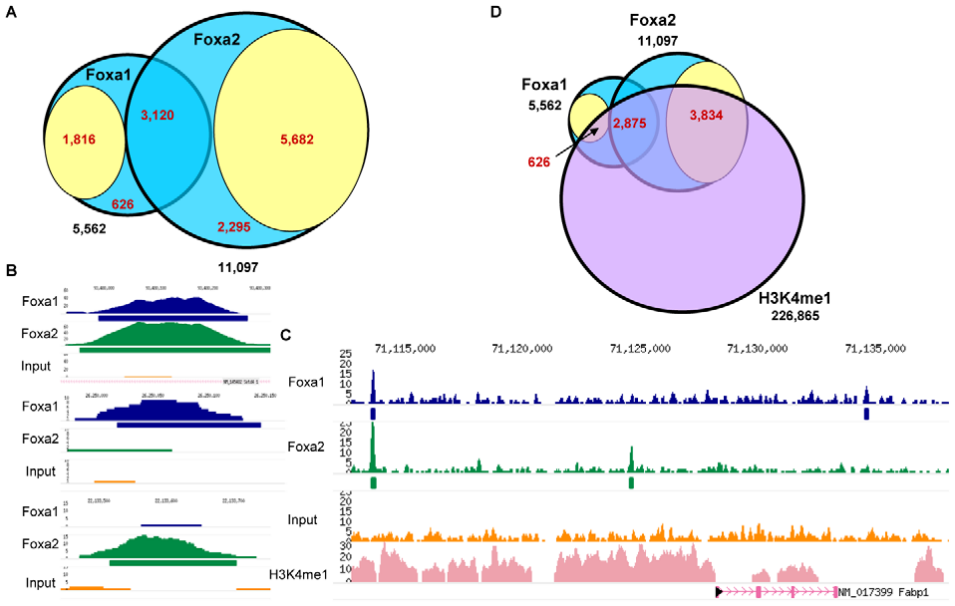
Identification of Genomic Targets of Foxa1 and Foxa2 in Adult Liver. (A) Venn diagram showing the results of genome-wide location analysis for Foxa1 and Foxa2 in the adult liver, identifying 5,562 binding sites for Foxa1 and 11,097 for Foxa2, of which 3,120 were called bound by both factors by the GLITR algorithm (certain common targets). Many of the apparently Foxa1- or Foxa2-specific regions contained overlapping reads from the opposite factor, indicating that the sites may be common, but the reads did not reach significant depth to be called by GLITR. We defined more stringent criteria for Foxa1-only and Foxa2-only binding sites. The sets of unique targets (yellow circles) contain peaks for the first factor that include at most one tag per million per KB for the other factor (1,816 Foxa1 sites with one or no Foxa2 tag and 5,682 Foxa2 sites with one or no Foxa1 tag). (B) Foxa1 and Foxa2 can occupy common binding sites (top panel) in the adult liver, or sites specific to either factor (Foxa1-only binding site, middle panel; Foxa2-only binding site, bottom panel). (C) Both common and unique binding sites for Foxa1 and Foxa2 can co-occur at a single genomic locus. (D) Comparison of Foxa1 and Foxa2 binding sites to a profile of H3K3me1 regions (purple circle) in the adult mouse liver.

Chromatin-association of both Foxa1 and Foxa2 was previously correlated with the methylation status of histone H3 lysine 4 [16], [17]. Mono-methylated H3K4 (H3K4me1) is enriched at distal enhancers; therefore, we compared Foxa1 and Foxa2 binding sites to a profile of H3K3me1 regions in the adult murine liver [17]. While 92 percent of common Foxa1/Foxa2 targets and a majority of Foxa2-unique sites (68%) were found in H3K4me1 domains, surprisingly, only twenty-nine percent of Foxa1-specific regions co-localized with H3K4me1 blocks (Figure 3D), indicating another functional difference between Foxa1 and Foxa2 in the adult liver. An example is shown in Figure 3C, where both common and Foxa2-specific binding events are located in H3K4me1 domains, while a Foxa1-unique site occurs in the H3K4me1-free region.

Next, we analyzed DNA sequences present in common and unique binding sites in detail using a variety of computational tools. Sites that are bound by both Foxa1 and Foxa2 possess unique properties. Performing *de novo* motif analysis of these sequences, we found that all target sequences contain at least one perfect match to the previously known Foxa consensus binding site (a 7-mer of 4 possible sequences, with variation in the second and fifth nucleotide, (T[A/G]TT[G/T]AC), and frequently also a second Foxa-like motif, containing one or two degenerate nucleotides (Figure 4A). In addition, we scanned the sequences with established positional weight matrices (PWMs) from the Jaspar [18] and Transfac databases [19]. The top motifs enriched and identified as statistically significant among the common targets were numerous *forkhead* motifs, with the lowest p-value corresponding to the matrix for FOXD1 (FOXD1/Jaspar, FREAC4/Transfac, Table S1). Thus, both *de novo* motif finding and PWM scan analysis demonstrated that all sites bound by both Foxa paralogs contain a strong *forkhead* consensus sequence. Strikingly, we observed that sites common to Foxa1 and Foxa2 also have preferences for sequences flanking the *forkhead* motif, a “C” one nucleotide upstream and a “T” immediately downstream of the core consensus (Figure 4A). Hence, in addition to the well-known consensus, other nucleotides are likely important for binding by Foxa factors.

**Figure 4:**
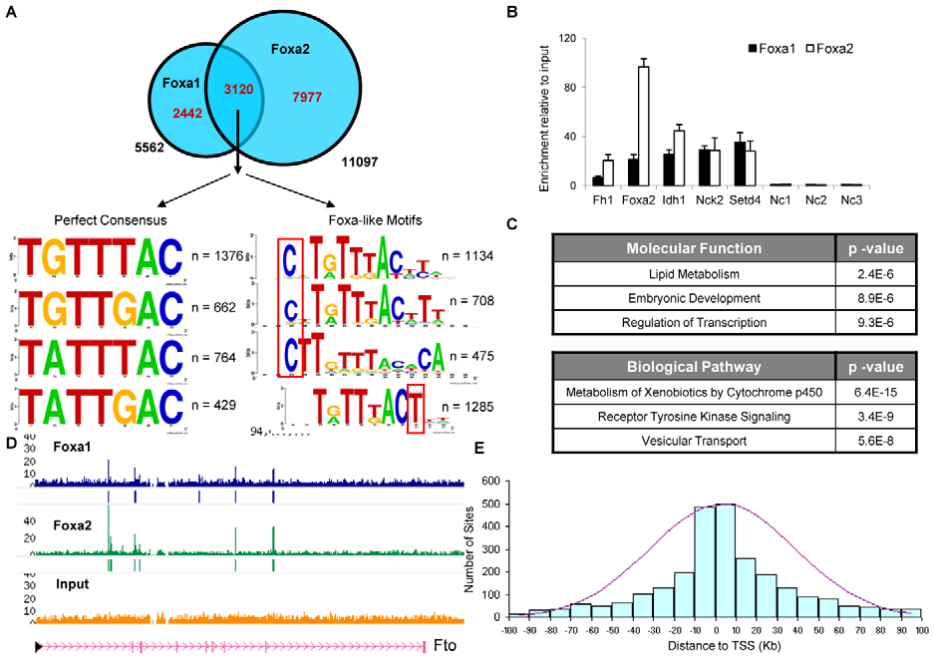
Dual Foxa1/Foxa2 Sites Contain a Perfect *Forkhead* Motif. (A) All sequences bound by both Foxa1 and Foxa2 in the liver contain at least one perfect match to the Foxa consensus (a 7-mer of 4 possible sequences, with variation in the second and fifth nucleotide, (T[A/G]TT[G/T]AC)), and often an additional Foxa-like motif, containing one or two degenerate nucleotides. Surprisingly, these sites show additional preferences for specific bases at positions flanking the *forkhead* motif, with a “C” occurring frequently one nucleotide upstream, and a “T” enriched immediately downstream of the core consensus sequence. (B) Confirmation of several common Foxa1/Foxa2 targets by quantitative RT-PCR and three negative control regions (with low amount of reads, Nc1, Nc2, and Nc3). Binding is expressed as enrichment of immunoprecipitated DNA relative to input DNA in liver chromatin. (C) Functional categories over-represented in the genes bound by both Foxa1 and Foxa2 include ‘embryonic development’, ‘regulation of transcription’, and ‘lipid metabolism’. Biological pathways enriched for Foxa1/Foxa2 targets are ‘metabolism of xenobiotics’, ‘vesicular transport’ and ‘receptor tyrosine kinase signaling’. (D) Foxa1 and Foxa2 bind to four distinct intronic regions of *Fto* (fat mass and obesity associated) gene, which is associated with the risk of diabetes. (E) Histogram of *cis*-regulatory elements bound by both Foxa paralogs shows a normal distribution near transcription start sites (TSS), with most sites within ten kilobases (Kb) from TSS.

We validated several dual Foxa1 and Foxa2 targets by quantitative real-time PCR analysis of ChIP-enriched DNA (Figure 4B). Functional categories over-represented among the genes bound by both Foxa1 and Foxa2 included ‘embryonic development’, ‘regulation of transcription’, and ‘lipid metabolism’ (Figure 4C). These results are consistent with previous reports showing these factors are necessary for initiation of liver development [5] and that Foxa2 is required for normal bile acid homeostasis in the adult liver [6]. ‘Metabolism of xenobiotics by cytochrome p450’, important for hepatocyte function, and ‘vesicular transport and secretion’, previously associated with Foxa proteins in the endocrine pancreas [20], are among biological pathways enriched as well. 

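Foxa1 reads were counted in the intervals that Table S2 lists for genes linked to diabetes, among them Hnf4a and Pdx1, and compared with flanks of 5 kb on each side that begin 1 kb from the interval. The table lists 33 distinct sites of 178 to 419 bp at 26 genes. The paper called its sites with reads of the same 5 libraries, so an excess of these reads is partly given by the choice of the sites, and the p-values are no independent test of binding. Pooled over the 5 replicates, the sites held 7 to 26 distinct reads (median 13), and every site had more than its flanks give, with a median of 6.21-fold. All 33 sites passed an adjusted p of 0.05 (one-sided exact binomial test, Benjamini-Hochberg over the sites), and the largest adjusted p was 0.0131, at Insr. The highest fold was at Pdx1, on chromosome 5 from 147610000 to 147610255 in mm8, with 24 reads, 14.0-fold over the flanks (adjusted p = 1.33e-16, exact binomial). The lowest was at Insr, on chromosome 8 from 3256478 to 3256736, with 8 reads and 2.69-fold. The folds of 10 sites lay between 2.69 and 5.07, and these sites overlapped no called region, while the other 23 did.
Summed over the 33 sites, replicates 1 to 5 held 64, 103, 29, 162 and 95 reads, which is 5.68-fold, 6.54-fold, 1.82-fold, 8.81-fold and 11.3-fold over their flanks. In replicate 3 this excess was the smallest of the 5, and its one-sided exact binomial p was 0.00243. The density was above the flanks in all 5 replicates at 10 sites, in 4 at 18, in 3 at 4, and in 2 at the site of Srebf1. The median log2 fold over the sites, with 0.5 reads added to each count, was 2.66 ± 0.91 (SD, n = 5 replicates). The added reads raise this value where counts are low, and random windows gave medians of 0.67 to 2.04 in the 5 replicates, so a test against 0 does not tell sites from random windows. Less the median of random windows, the value was 1.59 ± 0.76 (SD, n = 5), above 0 in 5 of 5 replicates (exact sign-flip permutation test, one-sided p = 0.031, two-sided p = 0.062, the smallest that 5 replicates allow). It was lowest in replicate 3, at 0.41. The permutation test takes the 5 libraries as independent, while replicates 3 and 4 carry the same animal label. If these come from 1 mouse, 4 independent units remain. The one-sided p of this test then cannot go below 0.062, so it would not pass 0.05. Without added reads, the log2 of the summed fold was 2.54 ± 1.02 (SD, n = 5). This measure and the comparison with random windows were added after the first values were seen. Without replicate 4, the sites of Cp, Insr, Pax4 and Slc30a8 no longer passed the adjusted p of 0.05, and 29 sites did.

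**Figure D4:**
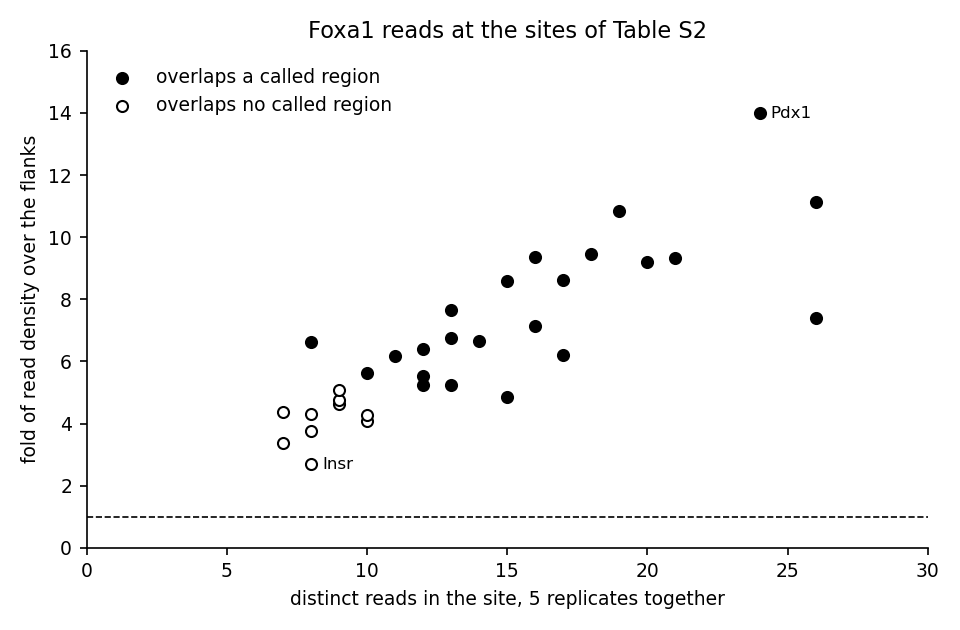
Read density in each of the 33 distinct sites of Table S2 over that of its flanks (vertical axis) by the number of distinct reads in the site (horizontal axis), with the 5 replicates pooled. All sites lie above 1 (dashed line), the highest and the lowest fold carry the gene's name, and the open points are the 10 sites that overlap no called region.

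**Figure D5:**
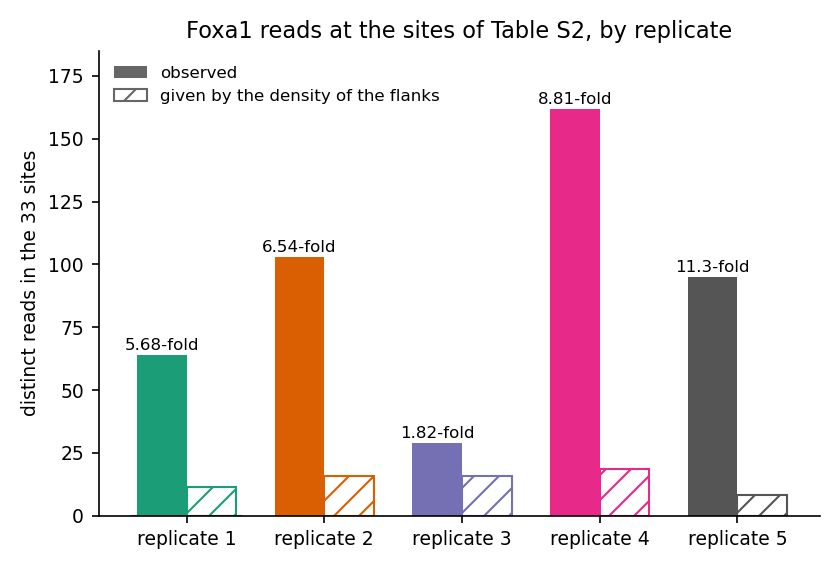
Distinct reads in the 33 sites together (vertical axis) for each Foxa1 replicate, as observed (filled) and as the density of the flanks gives (hatched). The excess is 1.82-fold in replicate 3 and 5.68-fold to 11.3-fold in the others.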

Interestingly, Foxa1 and Foxa2 also occupy *cis*-regulatory elements of many diabetes susceptibility genes, both those mutated in MODY (mature onset diabetes of the young) and those with alleles associated with diabetes risk identified by genome-wide association studies (GWAS) (Table S2). 

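At Fto, Table S2 lists 4 sites on chromosome 8 of mm8, which span 151 kb from the first to the last. The site from 94269382 to 94269800 held 26 distinct Foxa1 reads, 7.39-fold over its flanks (adjusted p = 2.47e-12, one-sided exact binomial test over the sites of the table). The next, from 94293200 to 94293439, held 17 reads and was 6.21-fold over its flanks, with a density above the flanks in all 5 replicates. At the site from 94385450 to 94385670 there were 18 reads, 9.47-fold over the flanks, and at the site from 94419900 to 94420107 there were 14, 6.66-fold over the flanks. The largest adjusted p of the 4 sites was 2.59e-07 (exact binomial). Each of these sites overlapped a called region. At 3 of them the density was above the flanks in 4 replicates, and the replicate below was replicate 3 at the first and the last of the 4 sites and replicate 1 at the third. With each replicate left out in turn, all 4 sites stayed enriched. Between the first and the last site, 2 further regions were called, from 94328985 to 94329184 with 9 reads and from 94352185 to 94352384 with 10 reads, which Table S2 does not list. That table holds only elements bound by both factors, so it does not show whether the paper called Foxa1 sites there. Their counts lie at or near 9 reads, the lowest of any called region.

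**Figure D6:**
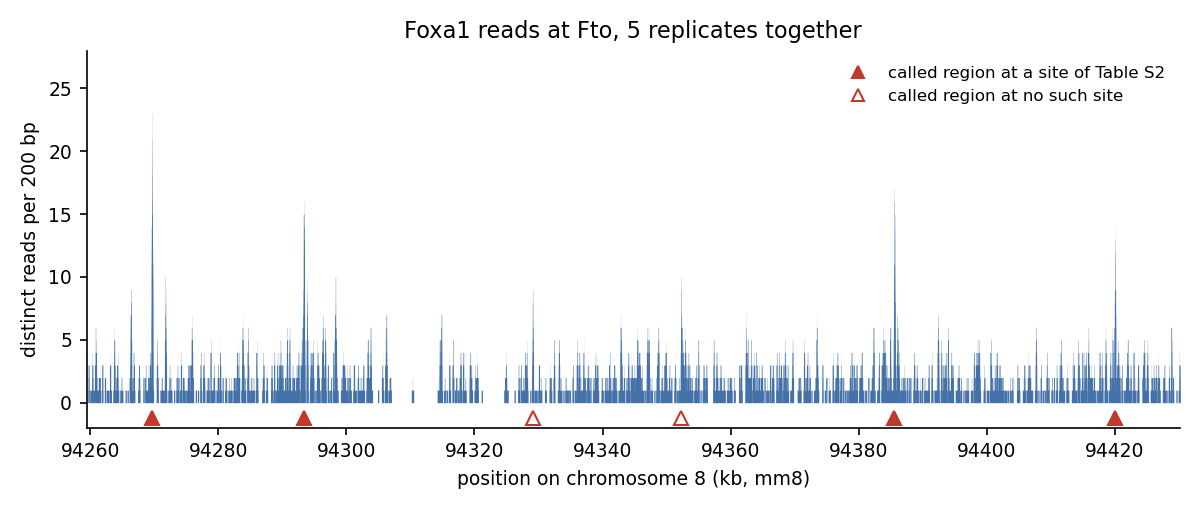
Distinct Foxa1 reads of the 5 replicates in windows of 200 bp (vertical axis) along chromosome 8 in kb (horizontal axis, mm8), with triangles under the called regions. The 4 filled triangles are at sites of Table S2 and the 2 open ones at no listed site, where windows hold 9 and 10 reads.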

An example is the genomic locus of *Fto* (fat mass and obesity associated gene), where Foxa1 and Foxa2 bind four distinct intronic regions (Figure 4D). These findings suggest that variant alleles of *FOXA1* and *FOXA2* might also contribute to the diabetes risk in human populations.

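Table S2 also gives Foxa1 and Foxa2 sites at Hnf4a, Onecut1 (Hnf6) and Hex (Hhex), which encode DNA binding proteins of the liver. At Onecut1, on chromosome 9 of mm8 from 74587700 to 74587950, 26 distinct Foxa1 reads lay in the site, 11.1-fold over the flanks (adjusted p = 2.78e-16, one-sided exact binomial test over the sites of the table). At Hnf4a, on chromosome 2 from 163232076 to 163232343, there were 20 reads and 9.21-fold over the flanks. In these 2 sites the density was above the flanks in all 5 replicates. The site of Hex, on chromosome 19 from 37507613 to 37507914, held 11 reads, 6.17-fold over the flanks, with 4 of 5 replicates above the flanks. Each of these sites overlapped a called region.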

Among the Foxa1/Foxa2 targets are twelve nuclear hormone receptors and multiple liver-enriched DNA binding proteins (Hnf1a, Hnf1b, Hnf4a, Hnf6, Onecut2, Cebpa, Gata6, Hes1, Hhex, Prox1). In addition, Foxa1 and Foxa2 bind regulatory regions of three members of the CTF/nuclear factor I family (Nfia, Nfib, and Nfix) and the transcriptional repressor CTCF. Interestingly, the recognition motifs for Hnf1a, Hnf4a, Hnf6, and the nuclear factor I family members are also enriched in the target sequences bound by both Foxa paralogs (Table S3), thus suggesting distinct feed-forward regulatory loops in the network of genes bound by Foxa1 and Foxa2. Dual Foxa1/Foxa2 sites are distributed near transcription start sites (TSS), with most sites within ten kilobases (Kb) from TSS (Figure 4E).

### Foxa1-only sites have a weak forkhead consensus, are bound by p53, and are associated with cell cycle genes

Next, we performed *de novo* motif analysis using the sequences bound by Foxa1 only, as defined above. The top motif in the Foxa1-only set (yellow circle) was a weak *forkhead* motif, with three-hundred ninety-eight (or twenty-two percent) sequences containing a perfect Foxa consensus (T[A/G]TT[G/T]AC) (Figure 5A). Results of scanning the sequences with positional weight matrices (PWMs) resulted in enrichment of 14 forkhead PWMs (Table S1).

**Figure 5:**
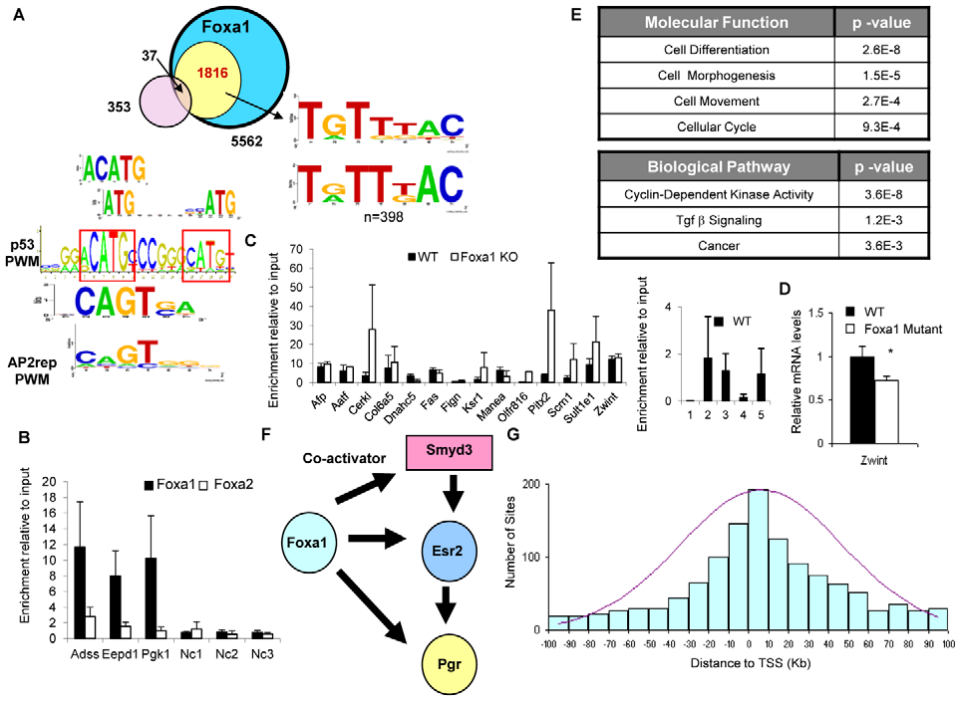
Foxa1-Specific Targets Are Enriched for p53 Binding Sites. (A) A set of Foxa1-only targets was defined as those sequences that had one or fewer sequence tags Foxa2 ChIP-Seq data set (yellow circle). Motif analysis of these sequences found in a weaker *forkhead* consensus. In addition to the *forkhead* consensus, several other motifs appeared in this set of sequences. The first (ACATG and ATG repeats with a spacer in the middle) comprises parts of the positional weight matrix (PWM) for p53. The second closely resembles the PWM of Klf12, also known as repressor of AP-2alpha (Tfap2a). Orthogonal analysis of sites bound only bound by Foxa1 (yellow circle) and gene expression changes in livers of Foxa1-deficient mice (light purple circle) shows that thirty-seven are direct targets of Foxa1. (B) Verification of Foxa1-only targets by qPCR. Filled bars, ChIP of liver chromatin with an anti-Foxa1 antibody, open bars, ChIP with an anti-Foxa2 antibody. Three negative control regions (Nc1, Nc2, and Nc3) with a low amount of reads are included Binding is expressed as enrichment of the PCR amplicon relative to input DNA in liver chromatin. (C) Binding of p53 to *cis*-regulatory elements of its previously identified targets (positive controls), the alpha-fetoprotein (AFP) and TNF receptor superfamily *Fas* genes and twelve additional Foxa1-only targets, including cell-cycle associated *Aatf* and *Zwint* genes in both wildtype (black bars) and Foxa1 mutant livers (white bars) (left panel) by ChIP of liver chromatin followed by qPCR. None of Foxa2-only sites tested were bound by p53 in wiltype livers (right panel) (D) Quantitative RT- PCR analysis for mRNA of Zwint, Zwint mRNA levels are significantly downregulated in livers of Foxa1 mutant mice by 30%, Values are represented as means plus standard error. P values were determined by Student's *t* test. * p-value<0.05 (E) Foxa1 targets are enriched in genes involved in cell differentiation, morphogenesis, movement, and cellular cycle. (F) A regulatory feed-forward loop involving Foxa1. In the set of Foxa1-specific targets, Foxa1 binds to regulatory elements of the nuclear receptor Esr2 (estrogen receptor), its co-activator Smyd3, and target gene Pgr (progesterone receptor). (G) Foxa1 only sites are more distributed more broadly surrounding TSS (+/−100 Kb) than dual Foxa1/Foxa2 targets (compare to Figure 4E).

In addition to the *forkhead* consenus, several other motifs appeared in the Foxa1-only set. The first (ACATG and ATG repeats with a spacer in the middle, Figure 5A) comprise portions of the positional matrix for p53, which is also enriched in both conservative and semi-conservative sets by scanning analysis. The second motif closely resembles the PWM of Klf12, also known as repressor of AP-2alpha (Tfap2a), a transcription factor that interacts with p53 [21].

Orthogonal analysis of sites bound only bound by Foxa1 (Figure 5A, yellow circle) and gene expression changes in livers of Foxa1-deficient mice (Figure 5A, light purple circle) shows that thirty-seven are direct targets of Foxa1. We have shown that changes in gene expression in Foxa2 mutants is dependent on physiological state examined [4]. For instance, the number of Foxa2 direct targets increases significantly on a cholic-acid enriched diet as compared to standard chow. Hurtado and colleagues have reported that FOXA1 is necessary for estrogen to regulate expression of numerous genes in breast cancer cells [22], and we have just shown that Foxa1 and Foxa2 cooperate in mediating the effects of estrogens and androgens on liver cancer risk in response to carcinogens [23]. While deletion of Foxa1 does not change expression of many genes in the basal state in quiescent liver, it is thus likely that Foxa1 regulates mRNA levels of numerous targets in other physiological conditions, such as proliferation, estrogen response, or androgen response. We also verified that several ChIP targets in this group were indeed bound only by Foxa1 by Q-PCR (Figure 5B).

To investigate whether the presence of the motif resembling the p53 PWM among Foxa1-only targets truly indicated binding by p53, we performed chromatin immunoprecipitation analysis in livers of adult wild type mice. p53 occupied the regulatory regions of previously identified targets, including the alpha-fetoprotein (AFP) and TNF receptor superfamily *Fas* genes (Figure 5C, left panel). To confirm our predictions from the genome-wide location analysis for Foxa1, we examined p53 binding in twelve additional *cis*-regulatory elements of Foxa1-only targets in both wild type and Foxa1 mutant livers (Figure 5C, left panel). While none of Foxa2-only sites tested were bound by p53 in wild type livers, p53 was enriched at nine Foxa1-only sites, including the cell-cycle associated genes *Aatf* and *Zwint*, in wild type livers, and at two additional sites in Foxa1-deficient livers. In addition, expression of Zwint is significantly downregulated in livers of Foxa1 mutant mice, indicating that Foxa1 is essential for full activation of this gene and potentially regulates mRNA levels of Zwint in concert with p53 (Figure 5D).

For most sites examined, there was a trend toward increased enrichment of p53 binding in Foxa1-deficient livers. Foxa1 and p53 have been shown to have an antagonistic relationship at the distal promoter element of *Afp* gene, where the two transcription factors regulate expression of *Afp* in opposite directions, and Foxa1 binding is enhanced in p53-null livers [24]. Our data suggest that the inverse regulatory relationship between Foxa1 and p53 is a more general phenomenon.

Functional categories over-represented in the genes bound by only Foxa1 are associated with cell cycle regulation, which is not surprising as many of them are p53 targets (Figure 5E). ‘Cyclin-dependent kinase activity’ and ‘cancer’ are among the top biological pathway enriched among the Foxa1-only gene targets. Furthermore, numerous motifs that are over-represented in Foxa1-bound regions are associated with transcription factors that play an important role in cell cycle regulation, such as Hic1, Klf12 (repressor of Tfap2a), Tfap2a, and Smads (Table S3). Foxa1 has been shown to facilitate chromatin access to Smad transcription factors [25], mediators of Tgf-β signaling, a pathway implicated in cancer [26] and also enriched in Foxa1-only elements.

Our analysis also confirms a number of motifs found previously in regions bound by Foxa1, such as those of the androgen receptor (AR) and the upstream stimulatory factor (Usf) [27], [28]. Usf has been shown to interact with Srebp1 [29], and we also find that the Srebp1 motif is enriched in Foxa1-bound regions. In addition, consensus sequences for several transcription factors expressed in the kidney as well as the liver, are enriched in regulatory elements bound only by Foxa1. It is interesting to note that the proximal promoter of Foxa1 contains a motif for a kidney-enriched nuclear factor [30]. Hence, Foxa1, but not Foxa2, is expressed in the kidney [31] and, when deleted, causes nephrogenic diabetes insipidus [32]. Our analysis suggests that combination of regulatory motifs present in one tissue can also occur in a different tissue, preserving the relationship between the transcription factors that occupy these elements.

Foxa1 also binds to the *cis*-regulatory elements of additional transcription factors, their co-activators and targets genes, in regulatory feed-forward loops. Foxa1 has been shown to cooperate with the estrogen receptor (ER) in gene activation in breast cancer cell lines [33], [34]. Here we demonstrate that Foxa1 also binds to the regulatory regions of the gene encoding histone methyltransferase Smyd3, a coactivator for ER-mediated transcription. Thus, Foxa1 and its targets constitute a regulatory feed-forward loop, which likely contributes to Foxa1 function in ER-dependent cancers (Figure 5F). Foxa1_only sites are more evenly distributed near TSS (+/−100 Kb) than dual targets with a large proportion of sites within 10 Kb (Figure 5G).

### Foxa2-only sites have a moderately strong forkhead consensus and are associated with lipid metabolism genes

Motifs found by *de novo* analysis for both Foxa2-only set resemble a stronger *forkhead* binding site (Figure 6A) than for Foxa1-only regions. In fact, more than half of these sequences contain a perfect Foxa consensus (T[A/G]TT[G/T]AC). The top motifs from scanning analysis of the sequences with Transfac PWMs include numerous *forkhead* motifs (Table S1). In summary, both *de novo* and PWM scan analysis indicate that the sites bound by both Foxa factors contain the strongest match to the Foxa consensus, Foxa2-only regions the next strongest, and Foxa1-only sites have the weakest *forkhead* motif.

**Figure 6:**
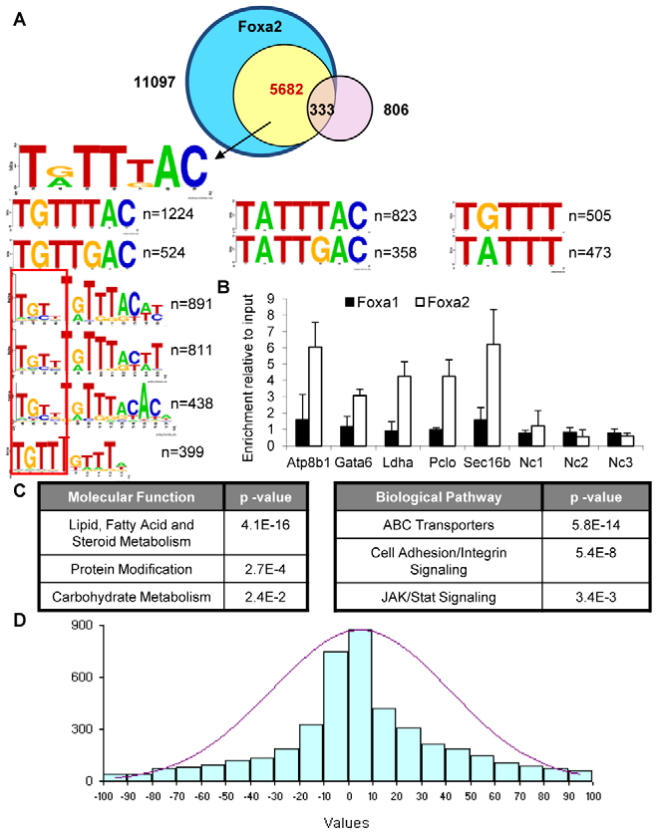
Foxa2-Specific Targets Contain a Medium-Strength *Forkhead* Consensus and Control Genes in Steroid and Lipid Metabolism. (A) The motifs found by *de novo* analysis for both Foxa2-only bound set (yellow circle) resemble a *forkhead* binding site. Intersection of Foxa2-bound regions and genes differentially expressed in livers of Foxa2-deficient mice (light purple circle) identified three-hundred thirty-three direct targets. (B) Validation of Foxa2-only targets by qPCR. Filled bars, ChIP of liver chromatin with an anti-Foxa1 antibody, open bars, ChIP with an anti-Foxa2 antibody. Binding is expressed as enrichment of the PCR amplicon relative to input DNA in liver chromatin. Negative controls (Nc1, Nc2, Nc3) are regions with a low amount of reads. (C) Foxa2 targets are enriched in genes involved in lipid and steroid metabolism, protein modification, and carbohydrate metabolism. (D) Histogram of the distribution of Foxa2-only sites relative to TSS. Foxa2-only sites, similar to the Foxa1/Foxa2 dual targets (compare Figure 4E), are distributed normally near transcription start sites (TSS), with most sites within ten kilobases (Kb) from TSS.

Surprisingly, in addition to the *forkhead* consensus, we found that sequences bound only by Foxa2 have a preference for the sequence “TGTT” immediately preceding the *forkhead* motif. Since the dual-bound regions demonstrate a preference for different flanking sequences, these data suggest that in addition to the strength of the *forkhead* motif, sequences surrounding the consensus also play a role in differential recruitment of Foxa factors to DNA.

Integrating the sites bound only bound by Foxa2 (Figure 6A, yellow circle) and gene expression changes in livers of Foxa2-deficient mice (Figure 6A, light purple circle) shows that a substantial fraction of these genes (three-hundred thirty-three or 41 percent) are direct targets of Foxa2. We also verified that several ChIP targets were indeed bound only by Foxa2 by qPCR (Figure 6B). Functional analysis of sites bound only by Foxa2 (Figure 6C) is consistent with previous reports that Foxa2 targets are enriched in genes involved in lipid and steroid metabolism [6] and carbohydrate metabolism [35]. ‘Abc transporters’, known targets of Foxa2 [6], and ‘JAK/Stat signaling’, are among the top biological pathway enriched in these targets. The motifs of other transcription factors found to be over-represented in the Foxa2-only bound sequences include liver-enriched Hnf1a and Hnf4a, also found in dual-bound regions, and homeodomain DNA binding proteins such as Nfil3, and Hmga1. Nfil3 has been shown to regulate Cyp7a1, the rate-limiting enzyme in bile acid synthesis [36] and likely controls expression of other genes crucial to bile acid homeostasis together with Foxa2. Foxa2-only sites, similar to dual-bound regions, are distributed near transcription start sites (TSS), with most sites within ten kilobases (Kb) from TSS (Figure 6D).

In summary, the closely-related transcriptional regulators Foxa1 and Foxa2 cooperate during development, and but are functionally diversified in the adult liver, as indicated by their target preferences *in vivo*.

## Discussion

Functional diversification of paralogous transcription factors can arise either by mutation in *cis*-regulatory elements or changes in the coding sequence of the proteins [2]. We examined the acquisition of novel biochemical functions by Foxa1 and Foxa2, the closest paralogs in the Foxa subfamily of winged-helix transcription factors, in the adult liver. Genome-wide location analysis (ChIP-Seq) revealed that Foxa1 and Foxa2 have unique targets in addition to many common ones, indicative of diverged function, which is also reflected in the divergent effects on the liver transcriptome by ablation of either factor. These results are consistent with an early study by Lai and colleagues who found that Foxa1 and Foxa2 (Hnf-3α and Hnf-3β) have different affinities for the two binding sites in the promoter of the TTR gene *in vitro* [8]. Differences in DNA binding by the Foxa paralogs could be the result of a handful of divergent residues in the *forkhead* domain itself, and a few amino acid residues located outside the DNA binding domain that are targeted by post-translational modifications. Among seven amino acids in the winged-helix DNA binding domain that differ between Foxa1 and Foxa2, five are conserved between Foxa1 and the remaining Foxa family member Foxa3 (Figure S1), indicating that Foxa1 and Foxa3 represent the ancient precursor gene, while Foxa2 has acquired new mutations at those positions.

Recently, Kohler and Cirillo have reported that acetylation of Foxa1 by p300 attenuates binding of Foxa1 to DNA [37]. Multiple putative acetylation sites, identified by *in silico* analysis, are divergent between Foxa1 and Foxa2 and likely contribute to their specific DNA binding properties. Additionally, a recent study implicated Foxa2 as a substrate for DNA-dependent protein kinase (DNA-PK), which targets serine 283 [13]. A mutation of that residue to alanine resulted in a protein with greater affinity for sequence-specific DNA-binding. Interestingly, Foxa1 has an alanine rather than a serine at position 283, evidence for another functional diversification of the two proteins. Cirillo and colleagues showed that the C-terminal domain of Foxa1 also enhances DNA-binding of the protein to the albumin enhancer [38]. While Foxa1 and Foxa2 share strong sequence conservation in their transactivation domains within the C-terminus, the remainder of the C-terminal domain is quite divergent between the two paralogs.

Binding of Foxa2 to its targets in the adult liver has been studied previously [15], [39], [40], [41], [42]. We reported that Foxa2 is required for normal bile acid homeostasis and a cluster of categories with genes involved in lipid and steroid metabolism was identified as bound by Foxa2 *in vivo* [6]. The previously reported data sets [4], [6] were comprised of all sites, including those bound by Foxa1 as well. We also showed that deletion of Foxa2 in hepatocytes affects expression of hundreds of genes in mice fed a standard diet and thousands of genes in mice on a cholic acid-enriched diet, demonstrating that Foxa1 cannot compensate for the loss of its paralog [4]. Here, we found that Foxa2-only sites are also associated with genes important to lipid metabolism and contain a medium-strength *forkhead* consensus, as well as motifs for liver-enriched transcription factors and nuclear receptors, and AT-rich motifs, including homeodomain transcription factors, Nfil3, and Hmga1. Hence, specialization of Foxa paralogs in the adult liver has resulted in Foxa2 acquiring a specific role in coordinating the transcriptional regulatory network that controls bile acid and lipid metabolism.

The function of Foxa1 has been studied primarily in a variety of cancer cell lines [34], [43] and, together with Foxa2, during embryonic development [14], [44], [45]. Binding of Foxa1 to its targets was shown to be required for chromatin-association of androgen receptor (AR) in prostate cancer cells [27], and the estrogen receptor (ER) and retinoic acid receptor (RAR), in breast cancer cell lines [34], [46]. Foxa1 was also implicated in cell cycle regulation in tumor-derived cells [33], [47], but a mechanistic model was not established. We found that Foxa1-only sites are enriched for binding sites of p53, a tumor suppressor that activates target genes that induce cell cycle arrest, apoptosis, or senescence. A single such composite Foxa1/p53 site was previously characterized in the promoter of the alpha-fetoprotein (*Afp*) gene [48], which is expressed during development and repressed in the adult hepatocyte. We found that a p53 motif is prevalent in numerous Foxa1-only targets in the adult liver and validated that p53 binds these sequences. In addition, we detected other motifs corresponding to factors that interact with p53 (Klf12 (repressor of Tfap2a), Tfap2a, and Smads) or compete with p53 for binding (Hic1) [49]. This is a novel function of Foxa1, which has implications for the role of Foxa1 in cell cycle progression and cancer.

A study by Gao and Matusik (personal communication) to detect potential DNA binding complexes occupying the TS2 regulatory element of the probasin gene, bound by Foxa1 in the prostate [27], identified poly (ADP-ribose) polymerase (Parp1) as a protein also interacting with this region. Parp1, a chromatin-associated enzyme, is involved in regulation of numerous processes, including proliferation, recovery from DNA damage, and tumor transformation. Parp1 modulates stability of p53 in unstressed cells [50] and interacts with androgen receptor (AR) [51], retinoic acid receptor (RAR) [52], proteins functionally linked with Foxa1, and may interact with Foxa1 itself. These data support a regulatory network unique to the Foxa1 paralog, one that functions in cellular growth and genome stability.

In summary, the transcriptional regulators Foxa1 and Foxa2 share a significant fraction of *cis*-regulatory elements that contain a high-affinity *forkhead* binding site and regulate genes essential in development and those implicated in etiology of diabetes. It is possible that gene regulatory networks of important disease susceptibility genes have redundant modules and closely related paralogs that compensate for each other, as occurs in developmental regulation. However, while Foxa1 retains the more ancient role of regulating proliferation and growth by influencing DNA binding of p53, Foxa2 has acquired mutations in its DNA binding domain and a new role in the hepatocyte, regulating genes involved in lipid metabolism. In this instance, it is more advantageous for duplicated paralogs to perform different functions and transduce the many different physiological signals propagated through differentiated tissues. We propose that this functional diversification of the Foxa paralogs contributed to the maintenance of both genes during evolution.

## Materials and Methods

### Animals

The derivation of *Foxa1* null and *Foxa1^loxP/loxP^* mice, the *Alfp.Cre* transgenic line to achieve hepatocyte-specific deletion of Cre, and the *Foxa2^loxP/loxP^;Alfp.Cre* mouse model has described previously [35], [44], [53]. Two- to three-months old male mice were used for all ChIP-Seq experiments. Embryos at 18.5 days of gestation were used for gene expression profiling. Mice were genotyped by PCR of tail DNA as described [35], [44], [53]. All animal experiments were conducted with approval of the Institutional Animal Care and Use Committee of the University of Pennsylvania.

### RNA isolation and expression analysis

Liver RNA was isolated from *Foxa1* null, *Foxa2^loxP/loxP^;Alfp.Cre*, *Foxa1* ^−/−^;*Foxa2^loxP/loxP^*;*Alfp.Cre* and control embryos (e18.5) and *Foxa1^loxP/loxP^;Alfp.Cre* and control mice (2–3 months), and quantitative reverse transcription-PCR performed as described [35]. Hybridization to Agilent 4×44k Whole Mouse Genome Oligo Microarray and microarray analysis were completed as reported previously [4]. Five individual samples for each genotype were analyzed for both embryonic and adult study.

### Chromatin immunoprecipitation and ChIP–Seq

ChIP and the following real time PCR reactions were performed as described [6]. Snap-frozen mouse liver (100 mg) from wild type mice was used to prepare chromatin. Foxa1–specific antiserum (a kind gift of G. Schütz, Heidelberg, Germany), Foxa2-speficic antiserum (a kind gift of J.A. Whitsett), and p53 antibody (Ab1 OP03, Calbiochem) were used for immunoprecipitation. ChIP-Seq was performed as reported previously [44].

### Western blot analysis

Protein analysis by immunoblot was performed as reported previously [6]. The primary antibodies used were guinea pig antibody to Foxa1 (1∶1000), rabbit antibody to Foxa2 (1∶5000) (both a kind gift of J.A. Whitsett) and rabbit antibody to TBP (1∶100, Santa Cruz, sc-273).

### Sequence analysis

Foxa1 ChIP libraries for five biological replicates and two input libraries were sequenced in a total of seven lanes to 36 nucleotides. The reads were aligned to the mouse genome (mm8; NCBI Build 36) using the ELAND aligner (Illumina). Reads with a unique best alignment were retained for further processing. We have pooled reads from previously published Foxa2 ChIP-Seq (4 biological replicates, sequenced on GAI) and 2 biological replicates sequenced on GAII, resulting in 28,625,810 total reads for Foxa1 ChIP and 32,852,268 total reads for Foxa2 ChIP. The GLITR algorithm was run 10 times on a random sample of 28 million reads each from Foxa1 or Foxa2 ChIPseq and input samples which were compared to a large pool of input reads from multiple mouse tissues. 

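The Foxa1 files hold 28625815 reads over the 5 replicates, so a sample of 28000000 reads leaves out few of them. The calls against the local background were repeated on 10 random samples of that size, and the windows found in 3 or more samples merged into 7939 regions. Of all reads, 63.0% were at distinct positions within their replicate. In replicates 4 and 5, 68.3% and 97.7% of the reads shared their position and strand with another read, against 26.4%, 24.7% and 11.7% in replicates 1 to 3.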

Regions were defined as bound and subjected to further analysis if identified by GLITR in 3 or more runs.

The set of all Foxa1 or Foxa2 sites was created by taking the union of regions from each GLITR analysis and merging regions that overlapped. The set of common sites was defined as the set of merged regions. To identify truly unique binding sites for each factor for subsequent analyses, we defined stringent criteria for Foxa1-only and Foxa2-only binding sites. The set of unique targets contains peaks for the first factor that include at most one tag per million per kilobase (Kb) for the other. All region manipulations were performed using Perl and R scripts in the TESS Location Analysis package.

CisFinder [54], RSAT [55], and SCOPE [56] software were used for *de novo* motif finding. Sequence alignment of Foxa proteins was performed by ClustalW2 algorithm [57]. Analysis of overrepresented functional categories was carried out as described previously [4].

The Asap software was used for positional weight matrix enrichment analysis (parameters: Fisher's exact test, sequence-based statistics, PWM Threshold 0.8) [58], scoring the matrices from Jaspar database and all vertebrate PWMs from TRANSFAC 2009.2 against positive and negative sequence sets. For each conservative (Foxa1_zero, Foxa2_zero) and semi-conservative set (Foxa1_one, Foxa2_one) set, analysis was conducted against two negative data sets: a corresponding set bound by the other factor (Foxa1_zero as positive, Foxa2_zero as negative) and a set of background genomic sequences not bound by either Foxa1 or Foxa2 (Foxa1_zero as positive, background as negative). The set of sequences bound by both Foxa1 and Foxa2 was scored against one negative background data set.

The microarray data from this study can be accessed at ArrayExpress (http://www.ebi.ac.uk/arrayexpress/) under accession nos. E-MEXP-2106, E-MEXP-3426, and E-MEXP-3428. The ChIP-seq data from this study can be accessed at GEO (http://www.ncbi.nlm.nih.gov/geo/) under accession nos. GSE25836, GSE26729, and GSE33666.

## Supporting Information

Figure S1 Alignment of All Members of Foxa Subfamily. Sequence alignment of mouse Foxa1 and Foxa2 proteins by ClustalW2 algorithm. The winged-helix DNA binding domain is highlighted in blue. Residues in the DNA-binding domain that are conserved between Foxa1 and Foxa3 are highlighted in yellow. ‘*’ (identical residues in all sequences), ‘:’ (highly conserved column), ‘.’ (weakly conserved column).
(PDF) Click here for additional data file.

Table S1 Overrepresented Forkhead Positional Weight Matrices in Foxa1-specific, Foxa2-specific, and Dual ChIP-Seq Targets.
(XLS) Click here for additional data file.

Table S2 Cis-regulatory Elements of Diabetes Susceptibility Genes Bound by Both Foxa1 and Foxa2.

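Table S2 gives, for each cis-regulatory element, the gene symbol and name, the interval in mm8 and a reference for the link of the gene to diabetes. It lists 34 intervals, of which 33 are distinct, since the interval at Notch2 appears on 2 lines. At 5 genes there is more than 1 distinct interval. The table gives no read counts or scores, so the strength of binding at an element cannot be read from it. Only the Foxa1 side of the dual binding was measured here, and the intervals were taken as printed.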

(DOC) Click here for additional data file.

Table S3 Overrepresented Other (non-Forkhead) Positional Weight Matrices in Foxa1-specific, Foxa2-specific, and Dual ChIP-Seq Targets.
(XLS) Click here for additional data file.

# Supplementary material for: Genome-Wide Location Analysis Reveals Distinct Transcriptional Circuitry by Paralogous Regulators Foxa1 and Foxa2
**Source:** PLoS Genet. 2012 Jun 21;8(6):e1002770. doi: 10.1371/journal.pgen.1002770
**Supplement:** Figure S1 — Alignment of All Members of Foxa Subfamily. Sequence alignment of mouse Foxa1 and Foxa2 proteins by ClustalW2 algorithm. The winged-helix DNA binding domain is highlighted in blue. Residues in the DNA-binding domain that are conserved between Foxa1 and Foxa3 are highlighted in yellow. ‘*’ (identical residues in all sequences), ‘:’ (highly conserved column), ‘.’ (weakly conserved column).

# Bochkis et al., Supplemental Figure 1

|           |                                                               |     |
|-----------|---------------------------------------------------------------|-----|
| Foxa1     | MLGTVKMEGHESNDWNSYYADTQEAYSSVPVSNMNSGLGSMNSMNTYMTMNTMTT---SG  | 57  |
| Foxa2     | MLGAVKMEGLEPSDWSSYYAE-PEGYSSV--SNMNAGLG-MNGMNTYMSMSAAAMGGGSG  | 56  |
| Foxa3     | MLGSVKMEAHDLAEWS-YYPEAGEVYSPVN-----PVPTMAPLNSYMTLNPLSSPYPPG   | 53  |
|           | ***:***** : :* ** : * ** *                                    |     |
| NM_008259 | NMTPASFNM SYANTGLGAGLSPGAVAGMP---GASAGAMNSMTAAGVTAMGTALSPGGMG | 114 |
| NM_010446 | NMSAGSMNMS---SYVGAGMSP-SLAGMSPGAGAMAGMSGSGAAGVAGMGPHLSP-SLS   | 111 |
| NM_008260 | GLQASPLPTG-----PLAP-----PAPTAPLGPTFPS--LG                     | 82  |
|           | .: . . . : . : : *                                            |     |
| NM_008259 | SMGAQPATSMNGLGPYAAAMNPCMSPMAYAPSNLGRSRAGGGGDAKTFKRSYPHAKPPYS  | 174 |
| NM_010446 | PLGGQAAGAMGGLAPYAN-MN-SMSPM-YGQAGLSRAR-----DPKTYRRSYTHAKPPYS  | 163 |
| NM_008260 | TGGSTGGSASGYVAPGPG-----LVHGKE-----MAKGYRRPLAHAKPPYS           | 123 |
|           | . * . . : . : * . : : . * : : * . *****                       |     |
| NM_008259 | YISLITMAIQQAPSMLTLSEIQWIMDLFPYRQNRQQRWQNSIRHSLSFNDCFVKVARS    | 234 |
| NM_010446 | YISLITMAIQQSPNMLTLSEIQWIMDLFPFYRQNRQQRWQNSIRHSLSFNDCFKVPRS    | 223 |
| NM_008260 | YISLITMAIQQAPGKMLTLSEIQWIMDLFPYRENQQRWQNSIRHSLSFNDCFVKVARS    | 183 |
|           | *****: * *****: ** : *****: * *                               |     |
| NM_008259 | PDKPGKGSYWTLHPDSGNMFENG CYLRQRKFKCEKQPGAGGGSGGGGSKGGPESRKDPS  | 294 |
| NM_010446 | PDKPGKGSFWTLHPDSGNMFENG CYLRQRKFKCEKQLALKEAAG-AASSGGKK-----T  | 277 |
| NM_008260 | PDKPGKGSY WALHPSSGNMFENG CYLRQRKFKLEEK-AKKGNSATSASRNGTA-----  | 236 |
|           | *****: * : * * ***** * : : . . . * *                          |     |
| NM_008259 | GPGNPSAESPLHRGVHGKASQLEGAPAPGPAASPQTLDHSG--ATATGG-ASELKSPASS  | 351 |
| NM_010446 | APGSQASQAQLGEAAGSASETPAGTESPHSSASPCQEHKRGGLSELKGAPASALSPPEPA  | 337 |
| NM_008260 | --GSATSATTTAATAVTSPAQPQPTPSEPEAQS-----GDDVGGLD CASPP          | 280 |
|           | * . : : : . . : : : *                                         |     |
| NM_008259 | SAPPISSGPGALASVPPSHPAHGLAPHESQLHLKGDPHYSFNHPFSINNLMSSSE-----  | 406 |
| NM_010446 | PSPGQQQQA AAHLLGPPHHP--GLPP---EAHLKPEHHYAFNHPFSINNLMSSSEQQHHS | 392 |
| NM_008260 | SSTPYFSG---LELP-----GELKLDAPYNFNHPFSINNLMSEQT-----            | 317 |
|           | .: . . *                                                      |     |
| NM_008259 | ----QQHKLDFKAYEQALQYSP-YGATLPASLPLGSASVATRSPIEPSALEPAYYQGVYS  | 461 |
| NM_010446 | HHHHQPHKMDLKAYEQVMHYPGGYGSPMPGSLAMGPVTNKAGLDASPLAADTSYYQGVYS  | 452 |
| NM_008260 | -----STPSKLDVG-----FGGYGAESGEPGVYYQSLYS                       | 346 |
|           | . * . * : *                                                   |     |
| NM_008259 | RPVLNTS                                                       | 468 |
| NM_010446 | RPIMNSS                                                       | 459 |
| NM_008260 | RSLLNAS                                                       | 353 |
|           | * . : : * *                                                   |     |

# Supplementary material for: Genome-Wide Location Analysis Reveals Distinct Transcriptional Circuitry by Paralogous Regulators Foxa1 and Foxa2
**Source:** PLoS Genet. 2012 Jun 21;8(6):e1002770. doi: 10.1371/journal.pgen.1002770
**Supplement:** Table S2 — Cis-regulatory Elements of Diabetes Susceptibility Genes Bound by Both Foxa1 and Foxa2.

**Supplemental Table 2**

| **Gene Symbol** | **Gene Name** | **Location (mm8)** | **Reference** |
| --- | --- | --- | --- |
| Arap1  (Centd2) | ArfGAP with RhoGAP domain, ankyrin repeat and PH domain 1 | chr7:101197192-101197405 |  |
| Ctla4 | cytotoxic T-lymphocyte-associated protein 4 | chr1:60804430-60804700 |  |
| Cp | ceruloplasmin (ferroxidase) | chr3:20157492-20157700 |  |
| Eif2ak3 | eukaryotic translation initiation factor 2 alpha kinase 3 | chr6:70743500-70743720 |  |
| Fto | fat mass and obesity associated | chr8:94269382-94269800 |  |
| Fto | fat mass and obesity associated | chr8:94293200-94293439 |  |
| Fto | fat mass and obesity associated | chr8:94385450-94385670 |  |
| Fto | fat mass and obesity associated | chr8:94419900-94420107 |  |
| Gatad2a | GATA zinc finger domain containing 2A | chr8:72896406-72896630 |  |
| Hex | hematopoietically expressed homeobox | chr19:37507613-37507914 |  |
| Hnf1a | HNF1 homeobox A | chr5:115231950-115232200 |  |
| Hnf1b | HNF1 homeobox B | chr11:83697700-83697970 |  |
| Hnf4a | hepatic nuclear factor 4, alpha | chr2:163232076-163232343 |  |
| Ifih1 | interferon induced with helicase C domain 1 | chr2:62453444-62453698 |  |
| Insr | insulin receptor | chr8:3256478-3256736 |  |
| Notch2 | Notch gene homolog 2 (Drosophila) | chr3:98130452-98130650 |  |
| Notch2 | Notch gene homolog 2 (Drosophila) | chr3:98130452-98130650 |  |
| Nr5a2 | nuclear receptor subfamily 5, group A, member 2 | chr1:138712420-138712700 |  |
| Nr5a2 | nuclear receptor subfamily 5, group A, member 2 | chr1:138746200-138746450 |  |
| Onecut1 | one cut homeobox 1 | chr9:74587700-74587950 |  |
| Pax4 | paired box gene 4 | chr6:28409269-28409479 |  |
| Pdx1 | pancreatic and duodenal homeobox 1 | chr5:147610000-147610255 |  |
| Pparg | peroxisome proliferator-activated receptor gamma | chr6:115384646-115384850 |  |
| Pparg | peroxisome proliferator-activated receptor gamma | chr6:115432300-115432548 |  |
| Rbms1 | RNA binding motif, single stranded interacting protein 1 | chr2:60603760-60603960 |  |
| Slc30a8 | solute carrier family 30 (zinc transporter), member 8 | chr15:51926173-51926350 |  |
| Sorcs1 | sortilin-related VPS10 domain containing receptor 1 | chr19:49429150-49429334 |  |
| Sorcs1 | sortilin-related VPS10 domain containing receptor 1 | chr19:50908265-50908490 |  |
| Sorcs3 | sortilin-related VPS10 domain containing receptor 3 | chr19:48708078-48708327 |  |
| Srebf1 | sterol regulatory element binding transcription factor 1 | chr11:60056781-60056990 |  |
| Thada | thyroid adenoma associated | chr17:84096800-84097035 |  |
| Thada | thyroid adenoma associated | chr17:84159849-84160085 |  |
| Zfand6 | zinc finger, AN1-type domain 6 | chr7:84562750-84562960 |  |
| Tcf7l2 | transcription factor 7-like 2 (T-cell specific, HMG-box) | chr19:55797560-55797770 |  |

**Supplemental References**

1. Saxena R, Elbers CC, Guo Y, Peter I, Gaunt TR, et al. (2012) Large-Scale Gene-Centric Meta-Analysis across 39 Studies Identifies Type 2 Diabetes Loci. Am J Hum Genet 90: 410-425.

2. Ueda H, Howson JM, Esposito L, Heward J, Snook H, et al. (2003) Association of the T-cell regulatory gene CTLA4 with susceptibility to autoimmune disease. Nature 423: 506-511.

3. Logan JI, Harveyson KB, Wisdom GB, Hughes AE, Archbold GP (1994) Hereditary caeruloplasmin deficiency, dementia and diabetes mellitus. Qjm 87: 663-670.

4. Senee V, Vattem KM, Delepine M, Rainbow LA, Haton C, et al. (2004) Wolcott-Rallison Syndrome: clinical, genetic, and functional study of EIF2AK3 mutations and suggestion of genetic heterogeneity. Diabetes 53: 1876-1883.

5. Consortium WTCC (2007) Genome-wide association study of 14,000 cases of seven common diseases and 3,000 shared controls. Nature 447: 661-678.

6. Sladek R, Rocheleau G, Rung J, Dina C, Shen L, et al. (2007) A genome-wide association study identifies novel risk loci for type 2 diabetes. Nature 445: 881-885.

7. Yamagata K, Oda N, Kaisaki PJ, Menzel S, Furuta H, et al. (1996) Mutations in the hepatocyte nuclear factor-1alpha gene in maturity-onset diabetes of the young (MODY3). Nature 384: 455-458.

8. Horikawa Y, Iwasaki N, Hara M, Furuta H, Hinokio Y, et al. (1997) Mutation in hepatocyte nuclear factor-1 beta gene (TCF2) associated with MODY. Nat Genet 17: 384-385.

9. Yamagata K, Furuta H, Oda N, Kaisaki PJ, Menzel S, et al. (1996) Mutations in the hepatocyte nuclear factor-4alpha gene in maturity-onset diabetes of the young (MODY1). Nature 384: 458-460.

10. Liu S, Wang H, Jin Y, Podolsky R, Reddy MV, et al. (2009) IFIH1 polymorphisms are significantly associated with type 1 diabetes and IFIH1 gene expression in peripheral blood mononuclear cells. Hum Mol Genet 18: 358-365.

11. Bruning JC, Winnay J, Bonner-Weir S, Taylor SI, Accili D, et al. (1997) Development of a novel polygenic model of NIDDM in mice heterozygous for IR and IRS-1 null alleles. Cell 88: 561-572.

12. Florez JC, Jablonski KA, Kahn SE, Franks PW, Dabelea D, et al. (2007) Type 2 diabetes-associated missense polymorphisms KCNJ11 E23K and ABCC8 A1369S influence progression to diabetes and response to interventions in the Diabetes Prevention Program. Diabetes 56: 531-536.

13. Gannon M, Ray MK, Van Zee K, Rausa F, Costa RH, et al. (2000) Persistent expression of HNF6 in islet endocrine cells causes disrupted islet architecture and loss of beta cell function. Development 127: 2883-2895.

14. Shimajiri Y, Sanke T, Furuta H, Hanabusa T, Nakagawa T, et al. (2001) A missense mutation of Pax4 gene (R121W) is associated with type 2 diabetes in Japanese. Diabetes 50: 2864-2869.

15. Ahlgren U, Jonsson J, Jonsson L, Simu K, Edlund H (1998) beta-cell-specific inactivation of the mouse Ipf1/Pdx1 gene results in loss of the beta-cell phenotype and maturity onset diabetes. Genes Dev 12: 1763-1768.

16. Altshuler D, Hirschhorn JN, Klannemark M, Lindgren CM, Vohl MC, et al. (2000) The common PPARgamma Pro12Ala polymorphism is associated with decreased risk of type 2 diabetes. Nat Genet 26: 76-80.

17. Grant SF, Thorleifsson G, Reynisdottir I, Benediktsson R, Manolescu A, et al. (2006) Variant of transcription factor 7-like 2 (TCF7L2) gene confers risk of type 2 diabetes. Nat Genet 38: 320-323.

How the deposited data were processed for this re-analysis (not part of the article)

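Foxa1 binding was measured by chromatin immunoprecipitation and sequencing in 5 libraries from livers of wild-type adult male mice. There was 1 condition, and replicate numbers were taken from the titles of the samples. Input, Foxa2, histone and expression data were not analysed here. The authors deposited 1 file per replicate that lists the aligned reads, each with its chromosome, start, end and strand, and no count, score or coverage. They had aligned 36 nt reads to mm8 (NCBI Build 36) with ELAND and kept reads with a unique best alignment, and had neither removed copies nor pooled replicates in the files. Each read in the files is 36 bp wide, and none lies on an unplaced sequence.

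All values were computed from these read positions with Python 3.11.15, NumPy 2.4.6, SciPy 1.17.1 and Matplotlib 3.10.9. Within each replicate, reads with the same strand and 5′ position were counted once. The 5′ ends were shifted 100 bp toward the fragment centre, which is 50% of the 200 bp in the labels. Reads on the mitochondrial chromosome were left out. Windows of 200 bp were placed every 50 bp along 21 chromosomes. The count in a window was tested with a one-sided Poisson test against the larger of the genome mean and the mean over 5 kb on each side of its centre, with the central 1000 bp left out. The Benjamini-Hochberg adjustment covered all windows with a read, and windows within a 5% false discovery rate were merged where they overlapped or touched. The paper called its sites with GLITR against input reads, a comparison that these files do not allow, so the local background stood in for input.

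Intervals of Table S2 and bars of Figures 3B and 3C were tested with a one-sided exact binomial test of the pooled count against flanks of 5000 bp on each side, at 1000 bp from the interval, given the widths. The Benjamini-Hochberg adjustment covered the 33 distinct intervals of Table S2, and adjusted p of 0.05 was the threshold. The paper called these intervals with reads of the same libraries, so the tests measure the excess at sites chosen partly for it. Log2 folds used 0.5 reads added to each count, and the median over sites less that over 10000 random windows of the same widths was tested across replicates with an exact sign-flip permutation test. The test set at the start compared the median with 0, which the added reads exceed in random windows too. The fragment length was taken as the distance from 55 to 500 bp with the most pairs of plus-strand and minus-strand 5′ ends on 19 autosomes, which leaves out the maximum near the read length. Random windows were drawn with a fixed seed.

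The depth was 1476882 to 4748005 distinct reads per replicate and 18041280 over the 5 replicates. The genome mean of 1.40 reads per window sets the precision, since a region needed at least 9 reads to be called. Confidence intervals are 95% Wilson intervals and cover counting error only.

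The items named in the text were fixed by a rule, as every site of Table S2, the loci of Figures 3B, 3C and 4D, and the 10 called regions with the smallest p that lay above their flanks in all 5 replicates. The 2 further called regions at Fto and the segment on chromosome 8 filled by replicate 3 were singled out after their values were seen. Single values of some sites of Table S2 are not reported here. The design, the tests and the alternatives were set before the data were examined, except those named as added later. Alternatives were the copies of reads, the shift, the width of the background, the false discovery rate, a minimum fold, a minimum per strand, the merging distance, the genome mean as the only background, support in at least 3 replicates, 10 random samples of 28000000 reads, a genome-mean test of the sites, wider sites, 1 added read and the genome mean density as the reference of the folds. Each replicate was also left out in turn. No genome or annotation in mm8 was used here, so motifs and distances to transcription start sites were not analysed. Gene names at Figures 3B and 3C came from the transcripts drawn in the panels, matched in a table of GRCm38.p6. Its coordinates were used for no count.

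The calls, the site tests and the fragment length were tested on simulated reads on 1 chromosome at the depths of the 5 replicates, with 500 planted sites and 500 sites without a peak. For planted folds of 8, the summed folds found were 7.43 with 90 bp fragments and 7.74 with 200 bp fragments. Of the 500 sites without a peak, 7 and 5 passed the adjusted p of 0.05. The fragment lengths found were 105 and 213 bp. With 90 bp fragments 281 regions were called, of which 32 lay at no planted site, and with 200 bp fragments 329 were called, of which 41 did. The simulated background varied along the chromosome but held no repeated sequence and no short stretch filled with reads. The counts of false regions do not cover these.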

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

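The tests of the 10 regions with the smallest p for collapsed repeats and for Foxa1 binding were set before their values were seen. The tests of even coverage, of the segment on chromosome 8, of replicate 5 and of the mitochondrial reads were chosen only after the result was seen. There is 1 condition, so no explanation that rests on a difference between conditions was tested.

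Replicate 5 had 1.62% of its distinct reads in called regions, far above the other replicates, which had 0.691 to 0.948%. Of 11 measures compared across the 5 replicates in the same way, this was the only one with a value so far from the others, and chance gives about 1 such value in 20 measures. A candidate explanation is that the regions were called partly on the reads of replicate 5 itself. The tables argue against it as the whole cause. In the 4743 regions called from the other 4 replicates, replicate 5 had 0.934% of its distinct reads, against 0.505 to 0.583% for the others, each in the regions called without it. The gap to the next replicate was 0.818 of the range, past the critical value used for the 11 measures. The fold over flanks in those regions was also highest in replicate 5, 10.3-fold against 4.23-fold to 6.93-fold, with a gap of 0.557 of the range, which is not past it. A higher yield of precipitation in this library, or another sensitivity to the removal of copies in a library with 97.7% of its reads at shared positions, remains open and was not tested.

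The peak windows of the 10 named regions have a median of 166-fold over the background, and the paper does not discuss these regions. They lie outside the loci of the figures and of Table S2. Over their flanks the regions are 80.1-fold to 525-fold, against 14.0-fold at the strongest site of Table S2. The highest fold over flanks is on chromosome 14 from 18208656 to 18210605, and the highest fold of a peak window is on chromosome 9 from 35054651 to 35055400 (416-fold). Foxa1 binding was predicted to leave replicate 3 as far below the other replicates as at the sites of Table S2, where its log2 fold differed from their mean by -2.10. The median difference in the 10 regions was 0.0172, with a range of -1.12 to 6.79. This does not decide, since distinct reads may be close to the most that short stretches can hold, which draws the replicates level, and since the regions go both ways. Foxa1 binding therefore stays open. The median distance from plus-strand to minus-strand 5′ ends in the 10 regions was 34 bp, against 76 bp at the sites of Table S2. Repeated sequence collapsed in the genome build was predicted to give a distance near 0. This prediction was wrong, since reads confined to a stretch of unique sequence give about the read length, so the test does not decide. Collapsed repeats cannot be told apart from other sources without the genome and input. Even coverage of bounded stretches, as reads confined to a short unique stretch would give, has a distance of 1 read length less 1 bp, or 35 bp, and the median differed from it by -1 bp. This suggests reads spread over bounded stretches rather than around a point, a hypothesis found on these data that leaves collapsed repeats open.

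In 1 of these 10 regions, on chromosome 8 from 124013735 to 124015134, replicate 3 held 1957 of the 2039 distinct reads, while replicates 1, 2, 4 and 5 held 63, 11, 5 and 3. It was the only called region with at least 30 reads of a replicate in which that replicate held 80% or more of the reads after scaling to the reads of each library. Foxa1 binding is argued against, since replicate 4, which had 8.81-fold at the sites of Table S2, had 2.30-fold over flanks here, against 650-fold in replicate 3. In a segment of 1030 bp, from 124013935 to 124014964, 95% of the 2060 positions on both strands were the 5′ end of a read of replicate 3. The segment received 26736 reads of replicate 3 as deposited, and the flanks held 21 read ends in 10000 bp. Its sharp edges may reflect DNA of 1 bounded segment carried into the library, such as a cloned or amplified fragment, a hypothesis formed after the values were seen. The gene at this position was not looked up, as no annotation in mm8 was used here. Replicate 1 was 33.3-fold over flanks in the region, and the cause of that excess was not tested.

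Mitochondrial reads were present in replicates 4 and 5 only, with 12814 (0.156%) and 20345 (0.290%) reads, and the paper reports none. Replicates 1, 2 and 3 held 0. At the share of replicate 4, they would have held at least 5712 reads each. The values are consistent with the mitochondrial sequence being left out of the alignment or of the files of replicates 1 to 3. They do not show which. These reads are part of the read totals and of no count in windows or sites.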

How the results depend on the processing

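The shift by 50% of the length of each replicate, the reading of Fig. 3C at label centres, the fold of summed reads and the comparison with random windows were alternatives chosen only after the result was seen, and the other settings were chosen in advance.

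The number of enriched sites of Table S2 was 33 under all shifts, with all reads, with the wider background and with the genome mean as background. It was 31 with sites widened by 100 bp each side, and 29 to 33 with each replicate left out in turn. The 4 sites of Fto stayed enriched under every alternative run for them. Of 450 tests of single sites and regions under settings chosen in advance, 440 stayed on the same side of the threshold, 10 fell short of it and 0 changed direction. The 10 concern the first site of Nr5a2 without replicate 2, Cp, Insr, Pax4 and Slc30a8 without replicate 4, Ifih1 and Insr without replicate 5, and the bar of the middle panel of Fig. 3B without replicate 3, 4 or 5. Fewer reads are the construction of these alternatives. The 450 tests leave out the widened sites, of which 31 passed. They include the 10 regions with the smallest p, whose cause is open, and the window at the Foxa2-only bar of Fig. 3C.

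The number of called regions, 7560, depended on the processing. It was 658625 with all reads as deposited, 11823 with a shift of 50 bp, 13064 with the genome mean only, 4019 at a 1% false discovery rate and 12516 with the shift fitted to each replicate. With each replicate left out in turn it was 4305 to 8255, lowest without replicate 4 and then without replicate 5 (4743). Of the 7560 regions, 6441 overlapped a region called with the shift of 50 bp. The other alternatives gave 7310 to 9940 regions. Copies of reads are counted as independent in the first of these settings, and the causes of the other changes were not tested.

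The share of regions above their flanks in every replicate, 39.6%, was 5.17% with all reads as deposited, 34.0% and 36.3% with shifts of 50 and 75 bp, 50.9% at a 1% false discovery rate and 33.2% with the fitted shift. With each replicate left out in turn it was 50.6 to 64.5%, where the share is over 4 replicates and so is higher by construction. The share of reads in regions rose from 0.971% to 30.4% with all reads as deposited. The mean rho over pairs of replicates changed sign in the same setting, from 0.095 to -0.031, and the cause was not tested. Fragments had a mean of 130 bp in that setting, against 85.2 bp.

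The mean over replicates of the median log2 fold at the sites of Table S2 was 2.42 to 3.02 with each replicate left out in turn. With 4 replicates the one-sided exact permutation p cannot go below 0.062, so none of these passed 0.05. Under the other alternatives it was 2.02 to 3.15. These values are raised by the added reads, and less the median of random windows the main value was 1.59. The windows at all 3 bars of Fig. 3C passed the threshold under every setting chosen in advance, the Foxa2-only bar included, where 23.6% of random positions hold as many reads, so passing it is no evidence of binding there. When the positions were read at the centre of the axis labels, 0 windows passed, so the result rests on the reading of the axis at the left end of the labels.

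Of the settings chosen in advance, the one with unplaced sequences was not run because the files list no read on them, and the analyses of motifs and transcription start sites were not run. The called regions had 9 or more reads in their peak window, and sites of lower count were not detectable by the calls at this depth.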

Differences from the paper's values

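The settings were chosen before the data were examined, and the fitted shift below was chosen after seeing the values. No value of the paper that was also measured here differed from it by more than 1.5 times under the planned processing. The paper's number of Foxa1 sites is 5682 in the results and 5562 in the legend of Figure 3A, and 7560 regions were called here. Of 16 alternatives, 12 gave a number within 1.5 times of the paper's values and 4 did not, namely all reads as deposited (658625), shifts of 50 bp (11823) and 75 bp (9940) and the genome mean only (13064). The nearest were 6062 without replicate 2 and 4743 without replicate 5. The paper's total of reads is 28625810, and the files hold 28625815, a difference of 5 reads.

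The paper draws Foxa1 sites at the Foxa1-only bar of Fig. 3C and in the middle panel of Fig. 3B, and lists 33 distinct sites in Table S2. The tests of the single intervals found an excess of reads at each of them, which the choice of the intervals partly gives. The sites of Table S2 were called with reads of these libraries, and the chromosome of each bar was chosen by its reads. The bar of Fig. 3B did not pass without replicate 3, without replicate 4 or without replicate 5. The bar of Fig. 3C did not pass with the axis read at the label centres. The calls over the genome included 23 of the 33 sites and neither bar. The Foxa1-only bar of Fig. 3C fell in a called region with all reads as deposited, with a shift of 50 bp, without replicate 3, with the genome mean only and with the fitted shift. The bar of Fig. 3B did so with all reads as deposited, without replicate 1, without replicate 2 and with the genome mean only. The number of sites of Table S2 in called regions was 14 without replicate 4, 26 with the fitted shift and 32 with all reads as deposited.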

Other observations

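The tests of the shift of replicate 3, of the fragment length and of the selection of regions were set before their values were seen, and the tests of the depth, the lack of enrichment or of excess reads and the run of replicate 3 and of the shared animal label were chosen only after the result was seen.

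Replicate 3 had the lowest enrichment at the sites of Table S2, 1.82-fold over flanks when reads were summed, against 5.68-fold to 11.3-fold in the other replicates. A lack of reads is argued against, since replicate 3 had 4433367 distinct reads, more than all replicates except replicate 4. A shift too long for its fragments is argued against as well, since with a shift of 50 bp its fold was 2.15, still the lowest. The sequencing run that it shares with replicate 2 is argued against as the whole cause by the 6.54-fold of replicate 2. Its 29 reads in the sites were more than the 16.0 that its flanks give (one-sided exact binomial p = 0.00243). The paper called the sites from reads that include those of replicate 3, so this does not decide whether the library held any Foxa1 enrichment. In the 7938 regions called without replicate 3, its reads were 4.23-fold over flanks. Of these regions, 5951 had a distance between strands of 40 to 150 bp, and replicate 3 was above its flanks in 51.5% of them (95% Wilson interval 50.2 to 52.8%), against 37.7% of 10000 random windows (36.7 to 38.6%). Summed over these 5951 regions, the reads of replicate 3 were 2.47-fold over flanks, against 1.05-fold at the random windows. A library with no excess of reads at regions of the other replicates is therefore argued against. Whether this excess is Foxa1 binding or reads that open chromatin gives without it stays open, as no input was analysed here, and so does a less efficient precipitation, which was not tested. Replicate 4, with the same animal label, had 8.81-fold at these sites, so a difference between animals would need the label to be wrong.

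The fragment length of 85.2 bp from the read ends was below the 200 bp of the labels. A few repeated regions could set this length, but they are argued against, since at the 33 sites of Table S2 the median distance between the ends on opposite strands was 76 bp. Of the 98 regions with reads on both strands among the 100 with the smallest p, 30.6% had a distance of 40 to 150 bp, against 71.9% of 7442 other regions and 87.9% of the sites of Table S2. The library's own fragment sizes, before or after size selection, were not analysed here.

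Replicates 3 and 4 carry the same animal label. A single library deposited as 2 samples is argued against, since their positions coincided 1.27 times as often as offset positions, no more than those of other pairs, which reached 1.46. That the libraries come from the same mouse remains open.

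Across the called regions, read counts of the replicates were weakly correlated, with a rho of -0.18 between replicates 3 and 5 and 0.34 between replicates 4 and 5. Selection of regions on their pooled count could lower rho. When the pooled counts were split between the replicates at random 100 times, rho lay between 0.18 and 0.26, and the observed values of all 10 pairs lay outside the range of their splits, 9 below and 1 above. Selection is therefore argued against as the whole cause. Differences between the replicates in enrichment remain an untested hypothesis, and rho is across regions, which are not independent replicates.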
